# Comparative Morphophysiological Analyses and Molecular Profiling Reveal Pi-Efficient Strategies of a Traditional Rice Genotype

**DOI:** 10.3389/fpls.2015.01184

**Published:** 2016-01-05

**Authors:** Poonam Mehra, Bipin K. Pandey, Jitender Giri

**Keywords:** metabolic flexibility, microarray, lipidomics, root system architecture (RSA), phosphate

## Abstract

Phosphate (Pi) deficiency severely affects crop yield. Modern high yielding rice genotypes are sensitive to Pi deficiency whereas traditional rice genotypes are naturally compatible with low Pi ecosystems. However, the underlying molecular mechanisms for low Pi tolerance in traditional genotypes remain largely elusive. To delineate the molecular mechanisms for low Pi tolerance, two contrasting rice genotypes, Dular (low Pi tolerant), and PB1 (low Pi sensitive), have been selected. Comparative morphophysiological, global transcriptome and lipidome analyses of root and shoot tissues of both genotypes grown under Pi deficient and sufficient conditions revealed potential low Pi tolerance mechanisms of the traditional genotype. Most of the genes associated with enhanced internal Pi utilization (phospholipid remobilization) and modulation of root system architecture (RSA) were highly induced in the traditional rice genotype, Dular. Higher reserves of phospholipids and greater accumulation of galactolipids under low Pi in Dular indicated it has more efficient Pi utilization. Furthermore, Dular also maintained greater root growth than PB1 under low Pi, resulting in larger root surface area due to increased lateral root density and root hair length. Genes involved in enhanced low Pi tolerance of the traditional genotype can be exploited to improve the low Pi tolerance of modern high yielding rice cultivars.

## Introduction

Phosphorus (P) is a critical element for plant growth and development. It is an essential component of nucleic acids, membrane lipids, and regulates many vital plant physiological processes like photosynthesis and respiration. Most of the natural soil P exists in the form of organic compounds or sparingly soluble cationic complexes. As a result, phosphate (Pi), an inorganic bioavailable form of phosphorus, is a limiting factor for ~67% of the world's cultivable soils (Gilbert, 2009). Modern agriculture relies intensively on high input of Pi-fertilizers to compensate for limited soil Pi. However, it has been predicted that at the current rate of extraction, global P reserves of rock phosphate will be depleted soon (www.ifdc.org). In addition, application of Pi fertilizers is not favored economically and environmentally. Ironically, less than 20% of the applied Pi is absorbed by plants whilst the remainder forms insoluble complexes and also runs-off into water bodies (Ha and Tran, 2013).

Several plant adaptive responses to low Pi have been described. These include modulation of Root System Architecture (RSA) for increasing topsoil foraging (Lynch, 2011; Pandey et al., 2013), enhancing the activity of Pi transporters for its uptake (Ai et al., 2009), secretion of organic acids and phosphatases to mobilize the Pi from soil organic/inorganic matter (Wang et al., 2011) and production of ribonucleases/lipases to remobilize the cellular Pi (Raghothama, 1999). Membranes in the form of phospholipids contain 15–20% of total organic P in a cell (Poirier et al., 1991). Under P starvation, membrane phospholipids are hydrolyzed, galactolipids which do not contain Pi are synthesized, and Pi is released as adaptive strategy (Nakamura, 2013). These adaptive responses are orchestrated by complex molecular networks involving several genes (Ha and Tran, 2013; Pant et al., 2015). A multi-component molecular network of Pi scavenging systems, the *Pho* regulon, has been studied widely in plants (Reviewed in López-Arredondo et al., 2014). This system employs transcription factors, ubiquitin ligases, miRNAs and several downstream genes to regulate the Pi homeostasis in plants (Rouached et al., 2010).

Cultivated rice genotypes can be classified as “Pi responsive” (higher yield under high Pi) and “Pi efficient” (yield protection under low Pi) (Gerloff, 1977). Most of the modern rice cultivars are “Pi responsive” as they had been developed and selected on soils supplemented with Pi fertilizers. These genotypes possess shallow root systems; well-adapted for enhanced Pi acquisition from the topsoil under high Pi conditions (Wang et al., 2010; Rose et al., 2011). They show efficient partitioning of photosynthates toward economic yield, contributing to their higher harvest index (HI). However, under low Pi conditions these modern genotypes exhibit severe yield losses and are of little value. In contrast, naturally existing low Pi tolerant genotypes including landraces and naturally inbred traditional cultivars have been cultivated on Pi poor soils for very long time and these genotypes possess the genetic and phenotypic competence to withstand low Pi conditions (Wissuwa and Ae, 2001). Therefore, traditional genotypes can be an excellent resource of genes to improve the low Pi tolerance of high yielding modern rice genotypes.

Global transcriptome analysis in response to Pi deficiency has been performed in Arabidopsis (Misson et al., 2005; Müller et al., 2007), rice (Wasaki et al., 2003, 2006; Pariasca-Tanaka et al., 2009; Li et al., 2010; Dai et al., 2012; Park et al., 2012; Cai et al., 2013; Oono et al., 2013; Secco et al., 2013), tomato (Wang et al., 2002), bean (Hernández et al., 2007), maize (Calderon-Vazquez et al., 2008), and mustard (Hammond et al., 2005). These studies have been proven extremely effective in unraveling many novel low Pi responsive genes. However, a comprehensive picture of low Pi tolerance mechanisms in naturally tolerant traditional genotypes is missing.

In the present study, we have profiled a modern low Pi sensitive rice genotype (PB1) and a traditional tolerant genotype (Dular) to investigate their differential behavior under low Pi. Our comparative morphophysiological, transcriptome and lipidome analyses of these genotypes revealed that the low Pi tolerance of Dular is likely due to efficient internal Pi remobilization and maintenance of root growth for Pi uptake under low Pi conditions. We also report the changes in phospholipid/galactolipids accumulation and their corresponding genes under low Pi. These Pi-efficient strategies of traditional genotypes can be exploited to improve the low Pi tolerance of high yielding modern rice genotypes.

## Materials and methods

### Plant material and growth conditions

Seeds of PB1 and Dular were surface-sterilized by 0.1% mercuric chloride for 15 min and thereafter, washed with sterile water five-times and germinated on wet filter paper for 2 days. Uniformly germinated seedlings were transferred to Pi sufficient (320 μM) and Pi deficient (1 μM) nutrient media (Yoshida et al., 1976) with iron supplemented as FeNaEDTA. Seedlings were grown in growth chamber with 16 h day (30°C)/8 h night (28°C) photoperiod, 250–300 μM photons/m^2^/sec photon density and 70% relative humidity. Containers filled with 15 liters nutrient solution were used to grow 30 seedlings per genotype per biological replicate. The nutrient solution (pH 5.5) was changed every 24 h. After 15 days, root and shoot tissues were harvested separately and immediately frozen in liquid nitrogen for further analyses. Soluble Pi estimation in roots and shoots and In-Gel APase assay were performed as described (Jain et al., 2007; Wang et al., 2011). Root and shoot lengths were measured manually using a ruler.

### Analysis of lateral roots and root angle

Seedlings were grown under low and sufficient Pi media in aseptic conditions using MS media with 0.2% phytagel for 15 days. For lateral root analysis, 15-day-old roots were imaged and lateral root length and density on primary roots were calculated using ImageJ 1.46r (http://imagej.nih.gov/ij). For the root angle study, seeds were transferred to the center of a basket containing soilrite which was pre-treated with 1 M HCl and repeatedly washed with Milli Q water. Dried soilrite was filled in a basket supported on a pot containing Yoshida media (+Pi and −Pi), pH 5.0−5.5. Media were refreshed after every 24 h. After 30 days, the numbers of roots emerging from bottom and sides of basket were counted manually to calculate the root angle.

### Extraction of total RNA

Total RNA was extracted from root and shoot tissues of 15-days-old seedlings using RNeasy Mini Kit (Qiagen) according to the manufacturer's instruction. Tissues from three seedlings were pooled together for isolation of a sufficient amount of total RNA. Purity and integrity of RNA was determined using Bioanalyzer (2100 Agilent technologies). RNA samples having RIN (RNA Integrity Number) value above 9.5 in root and 8 in shoot were used for microarray analysis.

### Affymetrix genechip hybridization, washing, and scanning

The differential gene expression in each tissue/genotype grown under low and sufficient Pi conditions was analyzed in three independent biological replicates using Affymetrix rice genome array (57 K) GeneChip® according to manufacturer's protocol. Washing and scanning was carried out at Affymetrix GeneChip® Fluidics Station 450 and GeneChip® Scanner 3000 7G, respectively. Probe cel intensities for each array were retrieved in .cel file format by Affymetrix® GeneChip® Command Console® Software (AGCC).

### Microarray data analysis

For microarray analysis, data from 24 .cel files representing root and shoot tissues of PB1 and Dular, raised under Pi deficient and sufficient conditions in three biological replicates were imported into “GeneSpring” software (Agilent Technologies Inc.). The normalization and probe intensities summarization were performed by GC-RMA. Three biological replicates of each sample, showing correlation coefficient value of ≥ 0.97 were considered for downstream analysis (Supplementary Table 1). To identify the “significantly expressed” probe sets, a Three-way ANOVA analysis with the following model was performed to dissect out the independent effects of all three main variables (Genotype, G; Tissue, T; and Phosphate, Pi) and their interactions:

(1) $$\begin{array}{l} {\text{Y}}_{\text{ijkt}}=\mu +{\text{T}}_{\text{i}}+{\text{G}}_{\text{j}}+{\text{Pi}}_{\text{k}}+({\text{T}}_{\text{i}}\times {\text{G}}_{\text{j}})+({\text{T}}_{\text{i}}\times {\text{Pi}}_{\text{k}})\\ \;+\;({\text{G}}_{\text{j}}\times {\text{Pi}}_{\text{k}})+({\text{T}}_{\text{i}}\times {\text{G}}_{\text{j}}\times {\text{Pi}}_{\text{k}})+{\text{e}}_{\text{ijkt}} \end{array}$$

Y_ijkt_ denotes random variable giving the response for observation t of the treatment at level i, j, k of Tissue, Genotype and Phosphate whereas e_ijkt_ is independent random variable. To decrease the number of false positives, Benjamini Hochberg correction was applied at *p*-value cut-off of ≤ 0.05. All subsequent analysis was carried out as described (Deveshwar et al., 2011).

Corresponding gene IDs for the final dataset were obtained from the Rice Oligonucleotide Array Database (http://www.ricearray.org/), KOME (http://cdna01.dna.affrc.go.jp/cDNA) and NCBI (http://www.ncbi.nlm.nih.gov). Probe sets showing ≥2-fold changes (FC) in expression under Pi deficiency in relation to their respective control tissue, were considered as “differentially expressed” (−Pi/+Pi). For evaluating relative genotypic effects (Dular/PB1), relative gene expression in Dular was calculated using PB1 as control. Finally, all significantly expressed genes were assigned annotations and GO terms using Rice Genome Annotation Database (http://rice.plantbiology.msu.edu/index.shtml). Differentially expressed genes were then searched in KEGG (http://www.genome.jp/kegg/pathway.html) and RiceCyc (http://pathway.gramene.org/gramene/ricecyc.shtml) for assigning their putative roles in cellular metabolism. Heat maps were generated in MeV (Multi Experiment Viewer) software, version 4.6.0. on log_2_ transformed FC and hierarchical clustering was done using distance matrix Pearson correlation.

Quantitative real time PCR (qRT-PCR) was performed in three replicates as described earlier (Deveshwar et al., 2011). Primers used for the qRT-PCR are listed in Supplementary Table 2.

### Lipid profiling by LC-QTOF

Plant lipids were extracted from 50 mg lyophilised samples of 15-day-old seedlings as described by Matyash et al. (2008). The Lipidome data were acquired using an Agilent 6530 QTOF for positive ion analysis and Agilent 6550 QTOF Mass spectrometer for negative ion analysis (employing Agilent jet stream thermal focussing technology). Raw data were processed by Agilent's Mass Hunter Qual software to find peaks. Peaks were then imported into Mass Profiler Professional for peak alignments and filtering. To annotate lipids, MSMS files were used to query the Lipid Blast library.

### Identification of DNA polymorphisms

SNPs and InDels in differentially regulated PSR genes were identified from whole genome resequencing data of both genotypes (Mehra et al., 2015). For identification of SNPs in promoters of key PSR genes, 2 Kb upstream promoter regions were analyzed.

## Results

### Comparative morphophysiological study revealed greater potential of dular to withstand low Pi conditions

We have recently shown greater biomass accumulation and root hair growth under low Pi of Dular as compared to PB1, which are low Pi tolerant and sensitive genotypes, respectively (Mehra et al., 2015). Here, we analyzed the effects of genotype, treatment and their interaction on growth of 15-days old seedlings under low Pi. Reduction in shoot length was more pronounced in PB1 as compared to Dular under low Pi. However, root length in Dular increased by 33% while PB1 showed an 11% decrease in root length under low Pi (Figure 1A, Table 1). Factorial analysis showed that all the morphological traits were significantly influenced by the low Pi treatment followed by the effect of genotype (Table 1). Interestingly, both genotypes showed a similar increase in root to shoot biomass ratio under Pi deficiency (Figure 1B). Our Two way ANOVA analysis of growth parameters showed that these traits are influenced significantly by the Pi treatment in 15-day-old seedlings (*p* < *0.05*). Intriguingly, Dular has relatively lower soluble Pi content than PB1 in both root and shoot tissues under sufficient Pi. However, under low Pi, Dular showed higher Pi accumulation than PB1 (Table 1).

**Figure 1:**
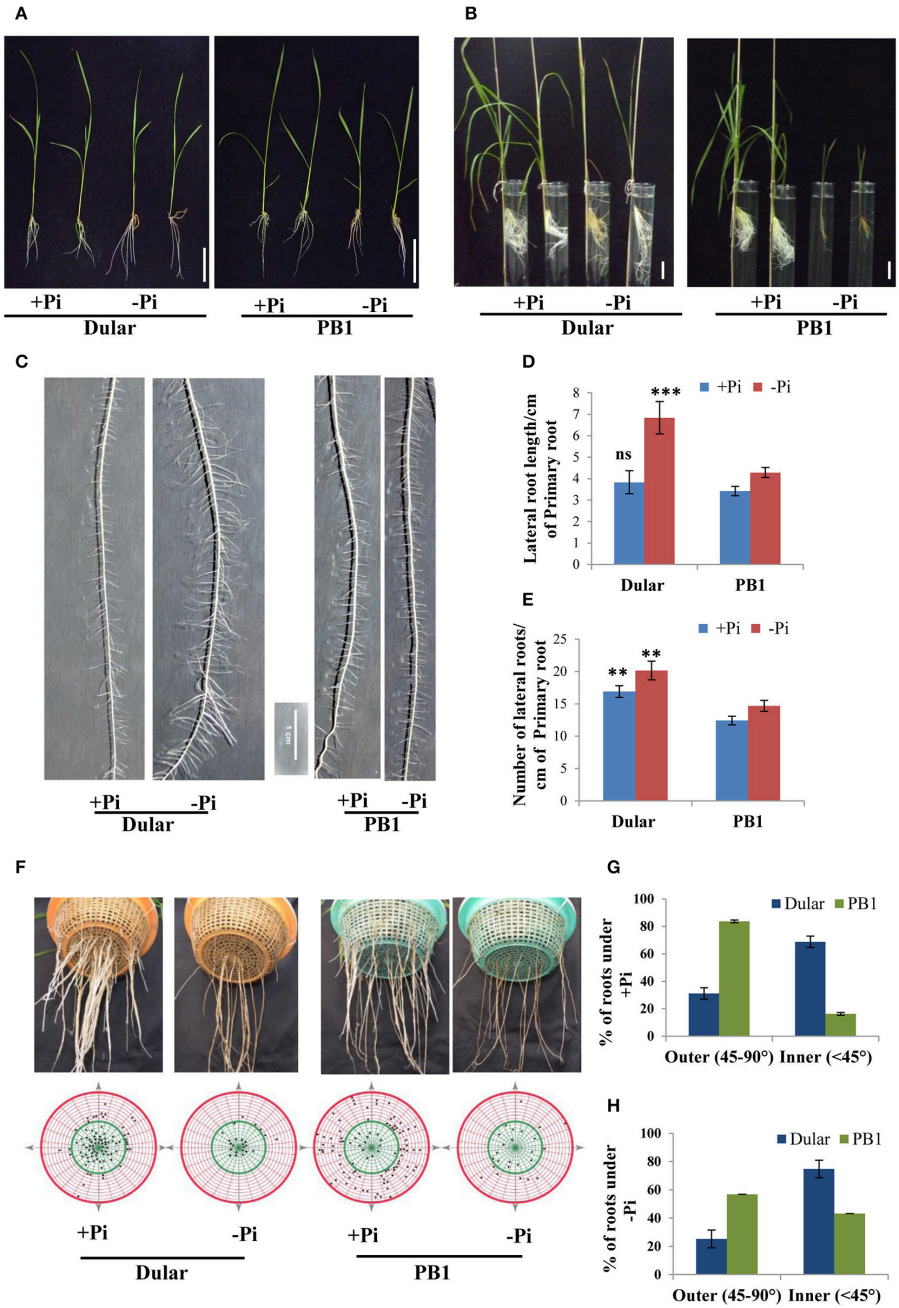
**Differential plant growth under Pi deficiency (A) Seedling growth of hydroponically grown Dular and PB1 raised under Pi sufficient (320 μM) and Pi deficient (1 μM) conditions in hydroponics after 15-days and (B) two-month**. **(C)** Lateral root phenotype; **(D)** length and **(E)** density of PB1 and Dular under +Pi and −Pi. **(F)** Root spread of PB1 and Dular under +Pi and −Pi condition. Lower panel shows points of root emergence from the side and bottom of basket. **(G)** Percentage of roots emerging from side (outer) and bottom (inner) regions of basket under +Pi and (H) −Pi. Scale bar = 5 cm. ^**^p < 0.01; ^***^p < 0.001; ns not significant as determined by student's *t*-test.

**Table 1:** **Plant growth and Pi accumulation in Dular and PB1**.

**Genotype**	**Growth condition**	**Root length (cm)**	**Shoot length (cm)**	**Shoot surface Area (cm^2^)**	**Root Pi nmolPi/mg FW**	**Shoot Pi nmolPi/mg FW**
Dular	+Pi	7.03 ± 0.09	24.25 ± 0.39	5.14 ± 0.04	1.65 ± 0.07	9.28 ± 0.37
	−Pi	9.38 ± 0.17	21.9 ± 0.33	4.95 ± 0.03	0.15± 0.01	0.90 ± 0.06
PB1	+Pi	8.31 ± 0.18	21.93 ± 0.30	6.83 ± 0.33	2.27 ± 0.13	11.98 ± 0.41
	−Pi	7.41 ± 0.15	15.36 ± 0.33	3.17 ± 0.10	0.03 ± 0.002	0.73 ± 0.05
**Effects**	**Root length**	**Shoot length**		**Shoot surface area**	**Root Pi**	**Shoot Pi**
Genotype (G)	0.15^*ns*^	1.7E-15^#^		0.8^*ns*^	2.2E-05^#^	0.001^***^
Treatment (T)	0.01^**^	9.6E-20^#^		0.001^***^	9.7E-49^#^	5.1E-39^#^
G × T	4.8E-12^#^	1.3E-05^#^		0.06^*ns*^	2.2E-06^#^	2.5E-06^#^

“+” and “−” indicate 320 μM Pi and 1 μM Pi in nutrient medium, respectively. Values represent mean of at least 20 replicates. ^**^; ^***^; “^#^” indicates highly significant; ns indicate not significant.

### Dular root system architecture seems to be better adapted for low Pi tolerance

RSA analysis revealed greater lateral root length and density in Dular than PB1 which was further increased under low Pi. Interestingly, this increase was higher in Dular as compared to PB1 (Figures 1C–E). Our analysis further showed shallower root growth of PB1 relative to Dular, under both low and sufficient Pi (Figures 1F–H). Interestingly, root spread behavior of both genotypes did not alter significantly under Pi deficiency. However, the total number of roots decreased under low Pi in PB1 (Figures 1F–H).

### Gene expression profiles under Pi deficiency

To understand the molecular basis of differential low Pi tolerance in two genotypes, we performed global transcriptome analysis using microarrays. 

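The arrays measured transcripts in roots and shoots of Dular and PB1 seedlings grown for 15 days at 320 µM Pi (+Pi) or 1 µM Pi (−Pi). There were 8 groups of 3 biological replicates, 24 arrays in all, and tissue from 3 seedlings was pooled for each RNA sample. The value table holds 57381 probe sets as log2 signals that the authors made with GC-RMA in GeneSpring and centred on each probe set's own median. The values therefore give differences between arrays and no absolute level, and the number of arrays limits their precision. Median signals of the arrays lay between -0.0338 and 0.0298 on the log2 scale. Within a group, pairs of replicate arrays had a mean Pearson r across probe sets of 0.889 to 0.953 in 7 groups and of 0.695 in PB1 shoots at −Pi. These correlations are across centred probe sets, which are not independent replicates, and they are lower than correlations of uncentred signals can be. The 3 PB1 shoot −Pi arrays deviated from their group mean by 0.340, 0.542 and 0.319 (root mean square, log2), and the other arrays by 0.153 to 0.286. From these values, limma version 3.58.1 fitted the means of the 8 groups to all 24 arrays for 57258 probe sets, after 123 control probe sets were left out. A probe set was called at an adjusted p of at most 0.05 (Benjamini-Hochberg) and a difference of at least 2-fold. The difference in Pi response between Dular and PB1 was tested as a contrast of its own, at an adjusted p of at most 0.05 without a fold threshold. Changes are given as log2(−Pi/+Pi) or log2(Dular/PB1) with the standard error (SE) from limma, and each group has n = 3 arrays. This SE rests on 1 spread per probe set shared by all 8 groups. It can be too small where a group spreads more, as PB1 shoots at −Pi did. Replicates were taken as independent, since arrays that share a replicate number were not more alike (mean r of their deviations 0.0203) than others (mean r -0.00998) by more than their spread. Their r ranged from -0.179 to 0.400, with 14 of 84 pairs over 0.1, and 11 of 24 arrays were most like their own number. Root and shoot arrays that may share seedlings were not tested apart from the other pairs. The platform's annotation pairs 22436 probe sets with 1 gene each. Of 46 genes that the paper names by identifier, 41 were paired with a probe set. The pairing used the 1806 of 8136 entries of Supplementary Table 3 at hand, which all rise in Dular roots at −Pi. A positive change in Dular roots was therefore fixed in advance for these genes, and the other named genes were not checked. The selection also favours a larger response in Dular than in PB1 roots, as the same Dular arrays enter both.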

Three-way ANOVA analysis on microarray data distinguished the low Pi responsive genes from those affected by genotype and tissues independent of Pi levels. 

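Transcripts of RCA, the gene of Rubisco activase in chloroplasts, differed between tissues. Their centred log2 level was 1.41 ± 0.11 (SD, n = 3 arrays) in Dular shoots at +Pi and -3.67 ± 0.35 (SD, n = 3) in Dular roots at +Pi. The gene NAS1 of nicotianamine synthase, which makes the iron-binding metabolite nicotianamine, had the opposite pattern, with 9.60 ± 0.21 (SD, n = 3) in Dular roots at +Pi and -0.06 ± 0.04 (SD, n = 3) in Dular shoots at +Pi. A model with genotype, tissue, Pi and their interactions has 7 terms. At least 1 of the 7 terms passed limma's test for 42145 of 57258 probe sets, with the adjustment made for each term separately. Without limma's moderation of the variances, 46940 probe sets passed.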

Out of total 57,381 probe sets on GeneChip, an overall 39,243 probe sets “significantly expressed' at *p* ≤ 0.05 in either of the tissues, genotypes and Pi treatment. These 39,243 probe sets represented 16,458 unique genes. Of these, expressions of 12,619, 8135, and 13,541 genes were influenced by the main effects of genotype, treatment and tissue, respectively. 

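MGD2 (Os08g20420), which encodes a galactolipid synthase, had a Pi effect of 7.65 on the log2 scale averaged over genotypes and tissues (adjusted p = 7.93e-15 from limma). Its genotype effect of 0.33 did not pass the test (adjusted p = 0.107). The acyltransferase gene ATS Os05g38350 showed both effects, with -2.17 for Dular against PB1 (adjusted p = 4.08e-12) and 1.04 for −Pi against +Pi (adjusted p = 3.87e-07 from limma). Over all probe sets, limma called the genotype term in 34562 (60.4% of those tested), the tissue term in 23142 (40.4%) and the Pi term in 13181 (23.0%). The genotype count was 22381 after quantile normalization, and the Pi count was 20424 without limma's moderation of the variances. Median sizes of the called effects were 0.29 on the log2 scale for genotype, 0.76 for tissue and 0.41 for Pi, and 39.2% of the genotype calls were under 1.1-fold. Of 18789 probe sets whose values on the 24 arrays spanned under 0.2 on the log2 scale, 57.4% were called for genotype, 0.750% for tissue and 3.06% for Pi. After centring each array on its median, 17.0% of them were called for genotype.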

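Transcripts of NRT2.2, a high-affinity nitrate transporter gene, responded to low Pi in opposite directions in roots of Dular and PB1. They rose in Dular roots (log2 1.18 ± 0.17 SE, adjusted p = 4.52e-05) and fell in PB1 roots (log2 -4.20 ± 0.17 SE, adjusted p = 2.46e-11, limma, n = 3 arrays per group). The difference between these responses was 5.39 ± 0.24 (SE; adjusted p = 2.49e-10 from limma). In the laccase gene LAC10, whose product oxidizes lignin precursors, the response of Dular roots exceeded that of PB1 roots by 4.55 ± 0.53 (log2, SE; adjusted p = 1.83e-05 from limma). At the same threshold for all terms, limma called the interaction of genotype and Pi in 6679 probe sets, of genotype and tissue in 15327, of tissue and Pi in 5369, and of all 3 factors in 2104. Within roots alone, the response to low Pi differed between Dular and PB1 in 6696 probe sets, with the log2 change larger in Dular in 3695 and smaller in 3001. Larger and smaller were 3331 and 3514 without Dular root −Pi replicate 3, and 2273 and 2257 after quantile normalization. In shoots it differed in 1875 probe sets (1177 larger and 698 smaller in Dular), and in 510 (359 and 151) with a fit to the shoot arrays alone.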

Whereas, expressions of 4230, 8466, 3379, and 1181 genes were influenced by the effect of interactions of Genotype × Phosphate (G × Pi), Genotype × Tissue (G × T), Tissue × Phosphate (T × Pi) and Genotype × Tissue × Phosphate (G × T × Pi), respectively (Supplementary Figure 1). Out of 8135 low Pi affected genes (Supplementary Table 3), 77% and 84% were also influenced by the variability of genotype and tissue, respectively. Further, 55% of genes were influenced by the two way interaction of G × T while 32% and 33% of Pi responsive genes were influenced by G × Pi and T × Pi interactions, respectively. Only 11% of Pi responsive genes were influenced by the 3-way interactions of G × T × Pi. This analysis revealed high order complexity and intricacy of all three variables. 

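Of the 13181 probe sets called for the Pi term by limma, 76.6% were also called for genotype and 79.0% for tissue. The interaction of genotype and tissue was called in 51.3% of them, that of genotype and Pi in 31.0%, that of tissue and Pi in 32.1%, and the 3-factor interaction in 12.2%. Among the 17 genes of Table 2 with a probe set, all found through entries that rise in Dular roots, the Pi term was called in 16. Genotype was called in 12 and tissue in 15. Phospholipase D gene Os06g40180 (Pi effect 1.02 log2, adjusted p = 0.0505 from limma) was the 1 without a Pi call.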

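In Dular roots, the largest rises at −Pi included Os06g18820, annotated as a serine/threonine kinase (log2 8.78 ± 0.47 SE, adjusted p = 3.54e-10 from limma), and Os07g42324, an expressed protein (log2 8.36 ± 0.39 SE, adjusted p = 5.69e-11 from limma). In PB1 roots they included Os12g36840, annotated as a pathogenesis-related Bet v I family protein (log2 7.84 ± 0.28 SE, adjusted p = 8.09e-12 from limma), which rose by 3.18 in Dular roots. The response of Os12g36840 was smaller in Dular (difference -4.66 ± 0.40 SE; adjusted p = 4.99e-07 from limma), and that of Os07g42324 was larger by 2.40 ± 0.54 (SE; adjusted p = 0.00744 from limma). At an adjusted p of at most 0.05 and at least 2-fold, limma called 4329 probe sets in Dular roots, 2359 higher and 1970 lower at −Pi. In PB1 roots it called 2753, of which 1462 were higher and 1291 lower.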

Out of 8135 genes, 1457 genes were up-regulated (−Pi/+Pi) and 1013 were down-regulated (−Pi/+Pi) in Dular roots whereas, in PB1 roots, 893 and 710 genes were significantly (≥2-fold) up and down-regulated, respectively. 

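In shoots, Os06g44220, annotated as the low temperature and salt responsive protein OsRCI2-9, rose at −Pi in both genotypes. Its log2 change was 8.73 ± 0.46 SE, adjusted p = 2.54e-09 in Dular and 9.36 ± 0.46 SE, adjusted p = 2.05e-09 in PB1 (limma, n = 3 arrays per group). Os11g13720, an expressed protein, rose by 6.97 ± 0.31 (log2, SE) in Dular shoots and by 5.74 ± 0.31 in PB1 shoots. Counted over all probe sets, limma called 1337 in Dular shoots, 664 higher and 673 lower, and 668 in PB1 shoots, 345 higher and 323 lower. With a fit to the shoot arrays alone it called 856 (480 higher and 376 lower) and 278 (174 and 104), and with only the groups compared 340 (219 and 121) and 118 (84 and 34). The count for PB1 shoots was 1120 without PB1 shoot −Pi replicate 1, with 460 higher and 660 lower, so the majority turned to lower. Replicate correlation was lowest in the PB1 shoot −Pi group.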

Shoot tissues, on the contrary, showed a relatively lower number of genes with altered expression (Figure 2A). This indicates more dynamic gene expression in root tissues under Pi deficiency, especially in the low Pi tolerant Dular genotype. 

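Genes of cellulose synthase subunits rose in Dular roots at −Pi, with CESA1 at log2 2.47 ± 0.36 SE, adjusted p = 6.83e-05 and CESA8 at 1.14 ± 0.10 SE, adjusted p = 1.82e-07 (limma, n = 3 arrays per group). CESA8 had a larger change in Dular than in PB1 roots (difference 0.70 ± 0.14 SE; adjusted p = 0.00324 from limma). The iron(III)-phytosiderophore transporter gene YSL15 fell in Dular roots (log2 -7.13 ± 0.75 SE, adjusted p = 1.48e-06 from limma). Called probe sets were 1.57 times as many in Dular roots as in PB1 roots and 2.00 times as many in Dular shoots as in PB1 shoots (1337 and 668, and 1120 in PB1 shoots without PB1 shoot −Pi replicate 1). Higher in both roots were 629 probe sets, where 60.2 would be shared by independent lists, and lower in both were 448 (44.4 by independent lists). In shoots, 143 probe sets were higher in both genotypes (4.00 by independent lists) and 56 were lower (3.80). Among probe sets called in both roots, 55 of 1132 changed in opposite directions, and 8 of 207 did so in shoots. With the size of the difference also held to at least 2-fold, the response to low Pi differed between genotypes in 3104 probe sets in roots and 795 in shoots.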

Out of 12,619 genes influenced by the genotype factor (Dular/PB1), 4708 and 3908 genes were differentially regulated in root and shoot tissues under Pi deficiency, respectively. 

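DREB1 genes encode transcription factors of the cold response. For DREB1B, log2(Dular/PB1) was -8.62 ± 1.18 SE, adjusted p = 1.56e-05 in roots at −Pi and -7.00 ± 1.18 SE, adjusted p = 1.75e-04 in shoots at −Pi (limma, n = 3 arrays per group). JAZ10 encodes a repressor of jasmonate signalling. Its log2(Dular/PB1) was -6.24 ± 0.95 SE, adjusted p = 4.78e-05 in roots at −Pi and -7.58 ± 0.95 SE, adjusted p = 7.20e-06 in shoots at −Pi (limma). Under Pi deficiency, limma called 8170 probe sets between Dular and PB1 in roots, 3820 higher and 4350 lower in Dular, and 6519 in shoots, 3378 higher and 3141 lower. At +Pi the counts were 7553 in roots (3149 higher and 4404 lower in Dular) and 5875 in shoots (2810 higher and 3065 lower). On root arrays the spiked hybridization control BioB was also higher in Dular (median log2 4.87 at +Pi and 4.21 at −Pi). The other such controls, BioC, BioD and Cre, differed there by at most 0.448. In every root comparison of Dular with PB1, a difference in processing cannot be told apart from genotype. Without the fold threshold, an alternative chosen after the data were seen, the majority turned to higher in Dular in roots at +Pi (78.0%), roots at −Pi (59.6%) and shoots at +Pi (54.9%). In roots at +Pi, 78.8% of these calls were under 2-fold. The median of log2(Dular/PB1) over all probe sets there was 0.0498 as deposited and 0.00551 after median centring. An offset between arrays can thus make part of this majority.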

Comprehensive analysis of differentially expressed genes showed perturbations in a variety of cellular responses directed toward mitigation of Pi deficiency and other regular plant processes (Supplementary Figure 2). 

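Regulators of the Pi starvation response differ in how far their own transcripts move. SPX4, an SPX protein gene, had a log2 change of -0.60 ± 0.15 SE, adjusted p = 0.0116 in PB1 roots (limma), under 2-fold, and 0.18 ± 0.15 SE, adjusted p = 0.557 in Dular roots. In PB1 roots the adjusted p was over 0.05 after quantile normalization (0.065) and without PB1 root +Pi replicate 1 (0.0628) or PB1 root −Pi replicate 3 (0.0506). PHR2, the gene of a central transcription factor of the response, was at -0.43 ± 0.07 SE, adjusted p = 8.94e-05 in Dular roots and -0.32 ± 0.07 SE, adjusted p = 0.00251 in PB1 roots, neither of which passed limma's thresholds. Of 7 Pi starvation signalling genes with a probe set, 4 were higher in each genotype and tissue by limma (4 when adjusted over the list alone). Their median log2 change was 3.51 in Dular roots, 3.12 in PB1 roots, 3.92 in Dular shoots and 2.64 in PB1 shoots. Tested with camera against the other probe sets, the 7 genes were higher in Dular roots (adjusted p = 1.80e-05, and 0.0276 with an estimated correlation), Dular shoots (6.84e-05, and 0.0342) and PB1 shoots (3.81e-05, and 0.0281). In PB1 roots the adjusted p was 0.0140, and 0.118 with an estimated correlation.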

Further, we found many Phosphate Starvation Response (PSR) genes like PHO1, phosphatase, SPX domain containing sequences and others among the differentially expressed genes in both genotypes (Supplementary Figure 3).

**Figure 2:**
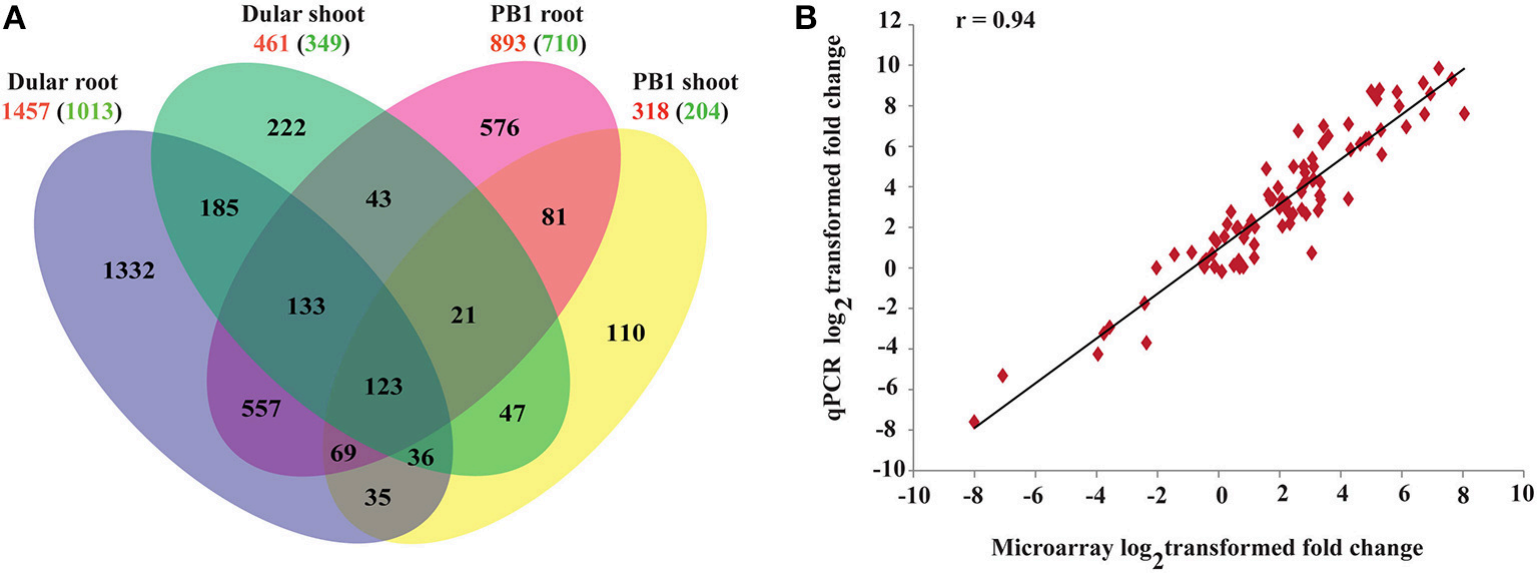
**Gene expression profiles of 15-days-old PB1 and Dular seedlings under Pi deficiency**. **(A)** Venn diagram showing unique and commonly regulated low Pi responsive genes (FC ≥ 2) in PB1 and Dular. Numbers outside and inside the parenthesis indicate up and down-regulated genes, respectively. **(B)** Confirmation of microarray results with qPCR experiments. *r*-value represents the correlation coefficient between log_2_transformed fold changes of microarray and qPCR results.

Results of the microarray experiments were also successfully validated using qRT-PCR (Figure 2B; Supplementary Table 4) for randomly selected genes with a correlation coefficient >0.94.

### Expression profile of known PSR genes in dular and PB1 under Pi deficiency

Many PSR genes have been identified and characterized for their roles in improving plant Pi deficiency tolerance. We compiled a list of 40 such common genes by screening the published literature and analyzed their expression behavior in our data (Figure 3). Interestingly, >30 of them were prominently up-regulated in roots, with higher expression levels in Dular than PB1. 

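PT4 encodes a phosphate transporter of the plasma membrane. PT4 rose in all 4 comparisons, by log2 2.78 ± 0.29 (SE, n = 3 arrays per group) in Dular roots, 2.58 ± 0.29 in PB1 roots, 3.70 ± 0.29 in Dular shoots and 3.36 ± 0.29 in PB1 shoots. Both genotypes' responses of PT4 did not differ in roots by limma's test (0.20 ± 0.41, adjusted p = 0.752). Of 11 phosphate transport genes with a probe set, 4 were higher in Dular roots and 6 in PB1 roots by limma (4 and 6 when adjusted over the list alone). Against the other probe sets, camera called the 11 genes higher in Dular roots (adjusted p = 4.15e-04, and 0.0397 with an estimated correlation) and in PB1 roots (2.01e-06, and 0.00785). In shoots camera called them with the preset correlation (adjusted p = 0.0052 in Dular and 0.00589 in PB1), and not with an estimated correlation (0.124 and 0.131). Across the signalling genes SPX1 to SPX5, PHR1 and PHR2, the log2 change in roots was larger in Dular in 3 of 7 by limma's test of the difference (3 when adjusted over the list alone). They are SPX1, SPX4 and SPX5. The call of SPX1 was lost with a block for the replicate number (adjusted p = 0.0621), after quantile normalization (0.592) and without any 1 root array except Dular root +Pi replicate 2 and PB1 root −Pi replicate 2 (up to 0.0995), and that of SPX5 with another probe set (0.0929). The call of SPX4 was lost with another probe set (0.12, adjusted p = 0.491), after quantile normalization (adjusted p = 0.123), and without Dular root +Pi replicate 1 or 2, Dular root −Pi replicate 2, PB1 root +Pi replicate 1 or 2, or PB1 root −Pi replicate 3 (0.0506 to 0.0662). Camera gave an adjusted p of 0.00797 for this list's difference between roots of the genotypes, and 0.106 with an estimated correlation.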

*OsIPS1* and a ser/thr phosphatase were up-regulated >900-fold in Dular roots. 

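OsIPS1 (Os03g05334) encodes a noncoding RNA that binds a microRNA of the Pi response, and its transcripts rose 990.2-fold in Dular roots at −Pi (log2 9.95 ± 0.21 SE, adjusted p = 4.07e-15 from limma, n = 3 arrays per group). In PB1 roots they rose 1108-fold (log2 10.11 ± 0.21 SE, adjusted p = 5.17e-15 from limma). The difference between genotypes was -0.16 ± 0.30 (SE) and did not pass the test (adjusted p = 0.724 from limma). OsIPS1 also rose in shoots, 52.1-fold in Dular and 39.0-fold in PB1. The ser/thr phosphatase gene Os10g02750 rose 909.8-fold in Dular roots (log2 9.83 ± 0.15 SE, adjusted p = 2.83e-17 from limma). Its shoot changes of 0.03 ± 0.15 in Dular and 0.02 ± 0.15 in PB1 (log2, SE) did not pass the test.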

Other Pi responsive genes like SPX domain containing proteins, *PHO* genes, acid phosphatases, phosphoethanolamine phosphatase, and nucleotide pyro-phosphatase were also highly up-regulated in Dular roots as compared to PB1 roots. However, Pi transporter and purple acid phosphatase (Os08g17784) showed greater up-regulation in PB1 roots. 

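Purple acid phosphatases release Pi from organic phosphate. Transcripts of Os08g17784 rose 19.6-fold in Dular roots (log2 4.29 ± 0.32 SE, adjusted p = 2.31e-08) and 213-fold in PB1 roots (log2 7.73 ± 0.32 SE, adjusted p = 3.95e-11; limma, n = 3 arrays per group). The response was smaller in Dular (difference -3.44 ± 0.46 log2, SE; adjusted p = 6.41e-05 from limma), and at −Pi the level in Dular roots was 49.1-fold lower than in PB1 roots. Another probe set of Os08g17784 rose by log2 2.87 in Dular roots and 1.45 in PB1 roots, with log2(Dular/PB1) of 1.34 in roots at −Pi. Its difference in response of 1.42 did not pass limma's test (adjusted p = 0.120).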

We also compiled publically available gene expression data of different rice genotypes under Pi deficiency. Comparison of our data with this list revealed a number of common and many unique PSR genes identified in our study (Supplementary Tables 5, 6).

**Figure 3:**
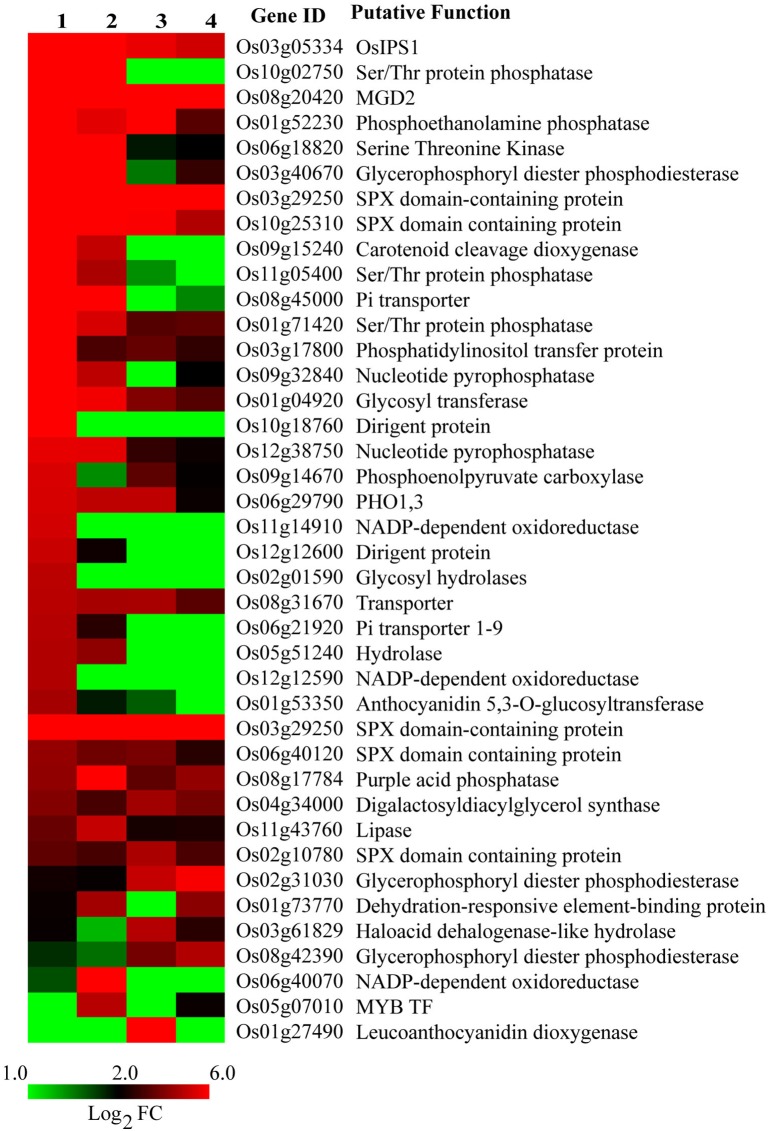
**Expression profile of known PSR genes under Pi deficiency**. Gene list was compiled from published reports. 1, Dular root; 2, PB1 root; 3, Dular shoot; 4, PB1 shoot.

### Expression analysis of genes involved in internal Pi utilization

#### Induction of transcripts involved in glycolytic bypasses

Under Pi deprivation, plant cells bypass ATP or Pi dependent biochemical reactions of sugar metabolism using alternate Pi-independent enzymes. Genes involved in three such glycolytic bypasses were altered in both genotypes with higher induction in Dular (Figure 4). The first bypass event is catalyzed by PPi-dependent phosphofructokinase (PPi-PFK), which converts the fructose-6 phosphate to fructose 1, 6-bisphosphate without consumption of ATP. 

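PPi-PFK phosphorylates fructose 6-phosphate with pyrophosphate in place of ATP. The PPi-PFK gene Os06g22060 rose 3.11-fold in Dular roots (log2 1.64 ± 0.16 SE, adjusted p = 4.49e-07 from limma, n = 3 arrays per group). In PB1 roots its change of 0.23 ± 0.16 did not pass the test (adjusted p = 0.292), and the difference between genotypes did (1.41 ± 0.22 SE; adjusted p = 3.42e-04 from limma). Its level was lower in Dular than in PB1 in all 4 comparisons, by 6.71-fold in roots at +Pi and 2.53-fold in roots at −Pi. Os02g48360 rose 2.16-fold in Dular roots (log2 1.11 ± 0.24 SE, adjusted p = 0.00232 from limma), and 0.93 on the log2 scale, under 2-fold, without Dular root −Pi replicate 3. Its difference from PB1 roots, 1.06 ± 0.34 (SE), missed the threshold (adjusted p = 0.0511 from limma) and passed it after median centring (adjusted p = 0.046) and without Dular root −Pi replicate 2 (0.0445), PB1 root +Pi replicate 2 (0.0367) or PB1 root −Pi replicate 3 (0.0494). In shoots neither gene passed the test in Dular (log2 0.55 ± 0.24 SE for Os02g48360 and 0.07 ± 0.16 for Os06g22060) or in PB1 (-0.32 ± 0.24 and -0.09 ± 0.16).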

Two PPi-PFK genes, Os02g48360 and Os06g22060, were up-regulated only in Dular roots. However, one such gene (Os08g25720) was also induced in the shoot of PB1. In the second bypass, NADP-GAPDH circumvents the Pi requiring NAD-GAPDH enzyme for the formation of 1, 3-bisphosphoglycerate. 

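NADP-dependent glyceraldehyde phosphate dehydrogenase oxidizes its substrate without taking up Pi. Os12g12590, annotated as an NADP-dependent aldehyde dehydrogenase, rose 27.7-fold in Dular roots at −Pi (log2 4.79 ± 0.37 SE, adjusted p = 2.92e-08 from limma, n = 3 arrays per group). In PB1 roots its change was 0.68 ± 0.37 (SE; adjusted p = 0.196 from limma). The response of Dular roots was larger by 4.11 ± 0.52 (log2, SE; adjusted p = 3.90e-05 from limma). At +Pi its level was 13.1-fold lower in Dular roots than in PB1 roots (adjusted p = 4.38e-07 from limma). At −Pi log2(Dular/PB1) was 0.41 ± 0.37 (SE; adjusted p = 0.572 from limma), and 1.18 (adjusted p = 0.0328) after quantile normalization.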

The gene (Os12g12590) encoding NADP dependent aldehyde dehydrogenase was specifically up-regulated in Dular roots. Further downstream in glycolysis, one more alternate pathway operates through phosphoenol pyruvate carboxylase (PEPC) and malate dehydrogenase (MDH) to bypass the Pi utilizing pyruvate kinase. 

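PEPC fixes bicarbonate onto phosphoenolpyruvate and releases Pi. Transcripts of the PEPC gene Os09g14670 rose in roots of Dular (log2 5.40 ± 0.30 SE, adjusted p = 6.84e-10) and of PB1 (log2 1.45 ± 0.30 SE, adjusted p = 0.00285; limma, n = 3 arrays per group). The malate dehydrogenase (MDH) gene Os08g33720 rose 3.05-fold in Dular roots (log2 1.61 ± 0.19 SE, adjusted p = 5.56e-06) and 3.66-fold in PB1 roots (log2 1.87 ± 0.19 SE, adjusted p = 2.60e-06, limma). For MDH Os08g33720, the difference between genotypes did not pass the test (-0.26 ± 0.27 SE; adjusted p = 0.477 from limma). In shoots it rose by 1.47 ± 0.19 (log2, SE) in Dular and 1.14 ± 0.19 in PB1.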

In both Dular and PB1, a PEPC encoding gene, Os09g14670, and one MDH encoding gene, Os08g33720 were prominently induced under low Pi treatment. Such adjustment mechanisms were induced in both the genotypes; with a biased overrepresentation in Dular.

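Of 7 genes of glycolytic bypasses and organic acids that the paper names and that have a probe set, 7 rose in Dular roots and 3 in PB1 roots by limma (7 and 3 when adjusted over the list alone). Each was found through entries that rise in Dular roots. The sign there was thus fixed in advance, and 7 against 3 is not a fair comparison of the genotypes. Such a choice also favours a larger response in Dular than in PB1 roots, so counts of that difference share this limit. In shoots, 2 rose in each genotype. The response in roots was larger in Dular for 4 of the 7 genes (5 when adjusted over the list alone) and smaller for 0 (0 at an unadjusted p under 0.05). These 4 are the PPi-PFK gene Os06g22060, Os12g12590, the PEPC gene Os09g14670 and the citrate transporter gene Os10g31040. In shoots, 0 of 7 genes passed limma's test of the difference over all probe sets (2 at an unadjusted p under 0.05), and 1 did when adjusted over the list alone. At +Pi, 4 of the 7 had lower levels in Dular roots than in PB1 roots. The study chose these genes on the same arrays, so the counts adjusted over the list alone are not independent evidence.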

**Figure 4:**
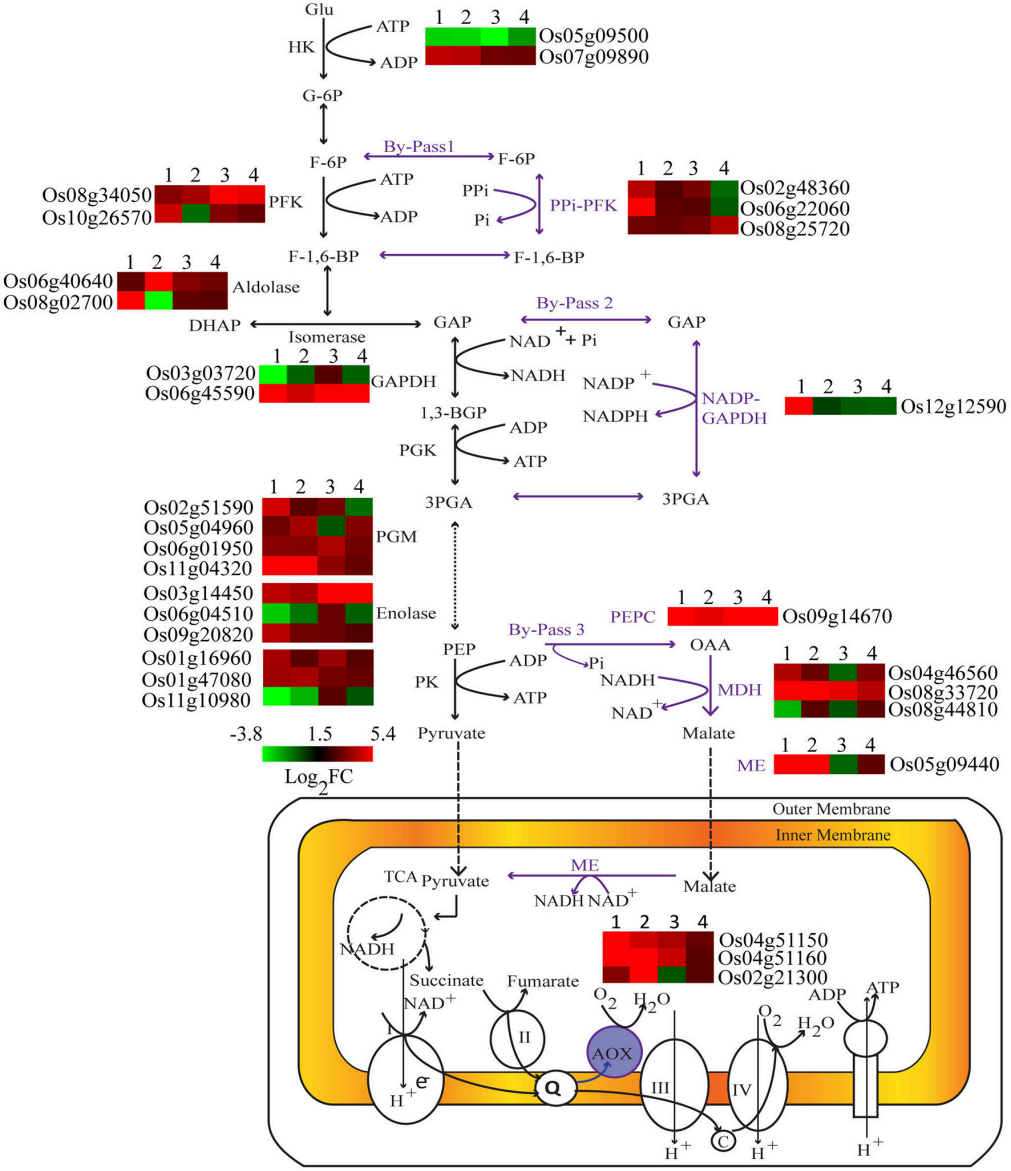
**Differential expression of key genes involved in carbohydrate metabolism under Pi deficiency**. Expression profiles of differentially expressed genes regulating key metabolic reactions are shown adjacent to their enzyme products. 1, Dular root; 2, PB1 root; 3, Dular shoot; 4, PB1 shoot.

#### Dular showed higher expression of lipid remodeling genes

Pi deficiency leads to global membrane lipid remodeling in order to release Pi from membrane phospholipids (Table 2). This involves two major steps, degradation of phospholipids to diacylglycerol and subsequent conversion into galactolipids and sulfolipids. Phospholipid hydrolysis is either mediated by phospholipase C (PLC) in a single step reaction or in two-steps by phospholipase D (PLD) and phosphatidate phosphatase (PAH) (reviewed in Nakamura, 2013). 

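Phospholipase C cleaves phospholipids to diacylglycerol, and phospholipase D cleaves them to phosphatidate. Transcripts of the phospholipase C gene Os03g30130 rose 4.13-fold in Dular roots (log2 2.04 ± 0.15 SE, adjusted p = 1.40e-08), 2.63-fold in PB1 roots and 2.93-fold in PB1 shoots (log2 1.55 ± 0.15 SE, adjusted p = 7.30e-06; limma, n = 3 arrays per group). In Dular shoots they rose 1.81-fold, below the 2-fold threshold (log2 0.86 ± 0.15 SE, adjusted p = 0.00134 from limma), and by 1.10 on the log2 scale without Dular shoot −Pi replicate 1. The phospholipase D gene Os06g40170 rose 4.02-fold in PB1 roots (log2 2.01 ± 0.59 SE, adjusted p = 0.0271 from limma), a call lost after quantile normalization (adjusted p = 0.0726) and without PB1 root +Pi replicate 2 (0.104) or 3 (0.140), or PB1 root −Pi replicate 1 (0.0732), 2 (0.0619) or 3 (0.0625). In Dular roots its change of 1.65 ± 0.59 (SE) missed the threshold (adjusted p = 0.0642 from limma), and passed it without Dular root −Pi replicate 2 (1.98, adjusted p = 0.0487). In PB1 shoots it was 1.06 ± 0.59 (SE; adjusted p = 0.404 from limma). Os06g40180, also a phospholipase D gene, did not pass the test in Dular roots (1.80 ± 0.72 SE), PB1 roots (1.45 ± 0.72) or PB1 shoots (0.46 ± 0.72). With a block for the replicate number it passed in Dular roots (adjusted p = 0.0456).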

PLC and PLD encoding genes were significantly up-regulated in Dular and PB1 roots and PB1 shoot under low Pi (Table 2). Further, two *PAH* genes (Os11g40080, Os05g38720) were also preferentially up-regulated in Dular, especially in root tissue. In a second step, the major product of phospholipid hydrolysis, diacylglycerol is channeled into biosynthesis of galactolipids, monogalactosyldiacylglycerol (MGDG), and digalactosyldiacylglycerol (DGDG) in plastid membrane (Nakamura, 2013). We found up-regulation of MGDG synthase (Os08g20420) in both genotypes with relatively higher expression in Dular roots. 

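MGD2 transcripts rose 628-fold in Dular roots (log2 9.29 ± 0.35 SE, adjusted p = 6.05e-12) and 191-fold in PB1 roots (log2 7.58 ± 0.35 SE, adjusted p = 1.74e-10; limma, n = 3 arrays per group). In shoots the rises were 111-fold in Dular and 123-fold in PB1. At −Pi the level in Dular roots was 3.13-fold that in PB1 roots (adjusted p = 0.00128 from limma). The response of Dular roots was larger by 1.72 ± 0.50 (log2, SE; adjusted p = 0.0333 from limma). That call was lost without any 1 of Dular root +Pi replicates 1, 2 and 3, Dular root −Pi replicates 1 and 3, PB1 root +Pi replicate 3, or PB1 root −Pi replicates 1 and 3 (adjusted p 0.0504 to 0.0788).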

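Digalactosyldiacylglycerol synthase adds the outer galactose to plastid galactolipids. In shoots, its gene Os03g11560 rose 3.46-fold in Dular (log2 1.79 ± 0.19 SE, adjusted p = 1.63e-05) and 2.03-fold in PB1 (log2 1.02 ± 0.19 SE, adjusted p = 0.00451; limma, n = 3 arrays per group). The gene Os04g34000 rose 23.2-fold in Dular shoots (log2 4.53 ± 0.30 SE) and 14.5-fold in PB1 shoots (3.86 ± 0.30). The difference between genotypes in shoots did not pass the test for Os03g11560 (0.77 ± 0.27 SE; adjusted p = 0.162) or Os04g34000 (0.67 ± 0.42; adjusted p = 0.592, limma). In roots, Os04g34000 rose 17.0-fold in Dular and 8.70-fold in PB1. The rise of Os03g11560 in PB1 shoots fell under 2-fold without PB1 shoot +Pi replicate 1 (log2 0.97) or 3 (0.98), or PB1 shoot −Pi replicate 1 (0.93) or 3 (0.91).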

Noticeably, higher up-regulation in Dular shoots was also observed for genes encoding DGDG (Os03g11560, Os04g34000).

**Table 2:** **Expression profile of differentially expressed genes encoding key enzymes in lipid metabolic pathway**.

**Gene ID**	**Functional annotation**	**A. fold change (−Pi/+Pi)**				**B. fold change (Dular/PB1)**			
		**Dular root**	**PB1 root**	**Dular shoot**	**PB1 shoot**	**Root +Pi**	**Root −Pi**	**Shoot +Pi**	**Shoot −Pi**
Os01g19390	ATS	2.94	1.45	1.08	1.02	−1.19	1.70	1.01	−1.04
Os01g22560	ATS	−1.06	−1.01	−7.79	1.56	1.07	1.03	−7.98	135.54
Os05g38350	ATS	5.49	1.77	1.09	1.67	−7.65	−2.47	−3.76	1.25
Os05g38720	PAH	4.37	1.56	1.50	1.36	−1.73	1.61	−1.69	1.16
Os11g40080	PAH	4.01	2.87	3.12	2.20	−1.13	1.23	1.15	1.47
Os03g30130	PLC	4.13	2.63	1.81	2.93	1.82	2.86	1.70	1.44
Os12g37560	PLC	1.56	2.00	1.15	1.11	−1.72	−2.22	−1.26	−1.44
Os06g40170	PLD	3.14	4.02	1.39	2.08	−1.46	−1.87	−2.60	2.43
Os06g40180	PLD	3.47	2.73	1.30	1.37	−1.24	1.03	−5.63	−2.64
Os08g20420	MGD2	627.68	190.77	110.82	123.37	−1.05	3.13	−1.04	16.43
Os03g11560	DGD2	4.20	2.36	3.46	2.03	−1.25	1.43	−1.49	1.35
Os04g34000	DGD2	16.95	8.70	23.15	14.54	−2.80	−1.44	−3.24	5.67
Os05g32140	SQD1	3.51	8.23	2.45	2.89	2.02	−1.16	1.17	2.28
Os01g04920	SQD2	82.66	56.18	16.50	10.19	1.20	1.76	−1.07	3.38
Os07g01030	SQD2	4.40	5.31	2.48	1.81	1.37	1.14	−1.45	2.40
Os01g55780	GDPD	2.31	1.53	1.67	1.28	−1.13	1.33	−1.15	1.08
Os02g31030	GDPD	4.97	4.38	34.50	60.46	1.15	1.30	1.61	1.73
Os03g40670	GDPD	403.33	80.96	2.89	7.23	−6.06	−1.22	1.46	3.06
Os08g42390	GDPD	3.54	2.96	14.35	27.58	2.19	2.62	1.38	1.46

ATS, Acetyl Transferase; PAH, phosphatidate phosphatase; PLC, Phospholipase C; PLD, Phospholipase D; SQD1/2, UDP-sulfoquinovose synthase1/2; GDPD, glycerophosphodiester phosphodiesterases.

Genes involved in sulfolipid biosynthesis, UDP-sulfoquinovose synthase (SQD1) and sulfolipid synthase (SQD2), also showed significant induction in Dular and PB1, especially in roots. 

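SQD1 makes the head group of sulfolipids, and SQD2 transfers it to diacylglycerol. SQD1 (Os05g32140) rose 3.51-fold in Dular roots (log2 1.81 ± 0.15 SE, adjusted p = 7.56e-08) and 8.23-fold in PB1 roots (log2 3.04 ± 0.15 SE, adjusted p = 3.76e-10; limma, n = 3 arrays per group). Its response was smaller in Dular roots (difference -1.23 ± 0.21 log2, SE; adjusted p = 8.09e-04 from limma). The SQD2 gene Os01g04920 had a log2 change of 6.37 ± 0.21 SE, adjusted p = 1.05e-12 in Dular roots and 5.81 ± 0.21 SE, adjusted p = 8.40e-12 in PB1 roots (limma). The difference between genotypes in Os01g04920 did not pass the test (0.56 ± 0.30 SE; adjusted p = 0.187 from limma). In shoots Os01g04920 rose 16.5-fold in Dular and 10.2-fold in PB1. Os07g01030, another SQD2 gene, rose 4.40-fold in Dular roots and 5.31-fold in PB1 roots, while a second probe set of it was called in neither (adjusted p = 0.999 in Dular and 0.236 in PB1, limma). Its difference between roots of -0.27 ± 0.13 did not pass the test (adjusted p = 0.156 from limma), and was -0.90 after quantile normalization (adjusted p = 7.79e-04).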

SQD2 encoding gene, Os01g04920, was expressed at ≥80-fold in Dular roots and 56-fold in PB1 roots under Pi deficiency. In an alternative pathway, phospholipids hydrolysis is mediated by glycerophosphodiester phosphodiesterases (GDPD). Further analysis revealed four genes encoding GDPD were up-regulated. Of these, Os03g40670 was highly up-regulated in Dular roots (Table 2). 

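Glycerophosphodiester phosphodiesterases (GDPD) split the head group from deacylated phospholipids. GDPD gene Os03g40670 rose 403-fold in Dular roots (log2 8.66 ± 0.36 SE, adjusted p = 1.72e-11) and 81.0-fold in PB1 roots (log2 6.34 ± 0.36 SE, adjusted p = 2.05e-09; limma, n = 3 arrays per group). Its response was larger in Dular roots by 2.32 ± 0.51 (log2, SE; adjusted p = 0.00562 from limma), and by 1.06 after quantile normalization, which did not pass (adjusted p = 0.342). In shoots, Os02g31030 rose 34.5-fold in Dular shoots and 60.5-fold in PB1 shoots. Os08g42390 rose 14.3-fold and 27.6-fold in these shoots. Os01g55780 rose 2.31-fold in Dular roots (log2 1.21 ± 0.08 SE), while another probe set of this gene gave -2.46.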

An overall fairly high induction of lipid metabolism genes in Dular indicates better cellular Pi homeostasis in this genotype under Pi starvation. To confirm this hypothesis, we analyzed the effect of “Genotype” (G) factor by drawing a comparison of absolute level of transcripts (signal intensities) in Dular with respect to PB1 (i.e., Dular/PB1) under both Pi deficient and sufficient conditions (Table 2). 

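All 17 lipid genes of Table 2 with a probe set had positive log2 changes at −Pi in roots and shoots of both genotypes, from phospholipid breakdown to galactolipid and sulfolipid synthesis. The sign in Dular roots was fixed in advance, as the genes were found through entries that all rise there. Counts in Dular roots against PB1 roots are therefore not a fair comparison. The same choice favours a larger response in Dular than in PB1 roots, so counts of that difference share this limit. Of the genes left out, Os01g22560 falls in Dular roots and shoots in Table 2 as printed. In roots, 15 of 17 were called higher in Dular and 12 in PB1 by limma (17 and 12 when adjusted over the list alone), and 10 were called in shoots of each genotype. Among the calls in Dular shoots is SQD2 Os07g01030 (log2 1.31), for which another probe set gave 0.10, under 2-fold. The acyltransferase gene ATS Os05g38350 rose 5.49-fold in Dular roots (log2 2.46 ± 0.19 SE, adjusted p = 4.34e-08 from limma) and 1.77-fold in PB1 roots. The median change was 4.20-fold in Dular roots, 2.96-fold in PB1 roots, 2.48-fold in Dular shoots and 2.20-fold in PB1 shoots. The response in roots was larger in Dular for 5 genes, among them ATS Os05g38350, MGD2, and GDPD Os01g55780 and Os03g40670, and smaller for 1 (SQD1). For Os01g55780 another probe set gave -2.35, called the other way, and Os03g40670 was not called after quantile normalization (adjusted p = 0.342). MGD2 was not called without any 1 of Dular root +Pi replicates 1, 2 and 3, Dular root −Pi replicates 1 and 3, PB1 root +Pi replicate 3, or PB1 root −Pi replicates 1 and 3 (0.0504 to 0.0788). When adjusted over the list alone, 9 were larger and 1 smaller. In shoots, 0 of 17 genes passed limma's test of the difference over all probe sets (5 larger and 4 smaller in Dular at an unadjusted p under 0.05), and 4 were larger and 1 smaller in Dular when adjusted over the list alone. The study chose these genes on the same arrays, so the counts adjusted over the list alone are not independent evidence. From the induction of these genes in Dular, the paper draws the hypothesis that this genotype keeps better Pi homeostasis in its cells.

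**Figure D1:**
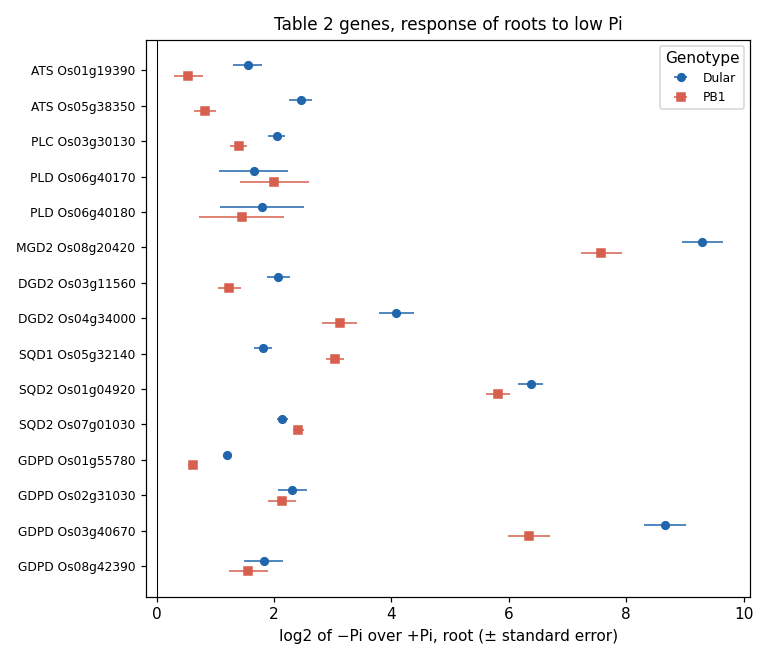
Log2(−Pi/+Pi) in roots of Dular and PB1 for 15 of the lipid genes of Table 2 with a probe set. Points are differences of group means and bars are limma's standard errors (n = 3 arrays per group), from 1 spread per probe set shared by all 8 groups. MGD2 has the largest change in both genotypes.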

Our analysis confirmed that Dular has higher absolute expression of lipid remodeling genes in shoot and to a lesser extent in roots as well, under Pi deficient conditions when compared to PB1. It is noteworthy from Table 2 that under the sufficient Pi condition Dular has lesser transcripts than PB1 in both root and shoot. 

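In shoots at −Pi, the ATS gene Os05g38350 was 5.74-fold lower in Dular than in PB1 (log2(Dular/PB1) -2.52 ± 0.19 SE, adjusted p = 2.00e-08 from limma, n = 3 arrays per group). MGD2 did not differ between the genotypes there by limma's test (log2 -0.21 ± 0.35 SE, adjusted p = 0.788). Of the 17 lipid genes in shoots at −Pi, limma called 0 higher (3 at an unadjusted p under 0.05) and 4 lower in Dular, which are ATS Os05g38350, PLD Os06g40170 and Os06g40180, and DGD2 Os04g34000. The SQD2 gene Os01g04920 had the log2 value 0.60 ± 0.21 SE, adjusted p = 0.0458 from limma, under 2-fold. Positive values of log2(Dular/PB1) occurred in 6 of 17 genes, with a median of -0.12. In roots at −Pi, 3 genes were higher in Dular and 1 was lower (12 of 17 positive, median 0.38). Of all 1806 entries through which genes were found, 56.3% were positive in roots at −Pi and 47.1% in shoots at −Pi. PLC Os03g30130 was 2.86-fold higher (log2 1.52 ± 0.15 SE, adjusted p = 3.08e-07 from limma) and ATS Os05g38350 2.47-fold lower. The shoot calls of the PLD genes and of DGD2 Os04g34000 were each lost without single arrays. These are Dular shoot −Pi replicates 1 and 2 and PB1 shoot −Pi replicates 2 and 3 for Os06g40170, Dular shoot −Pi replicate 2 and PB1 shoot −Pi replicate 3 for Os06g40180, and Dular shoot −Pi replicates 1 and 2 and PB1 shoot −Pi replicate 1 for Os04g34000. Without them the adjusted p lay between 0.0535 and 0.0903, and Os04g34000 was also under 2-fold after quantile normalization (log2 -0.92).

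**Figure D2:**
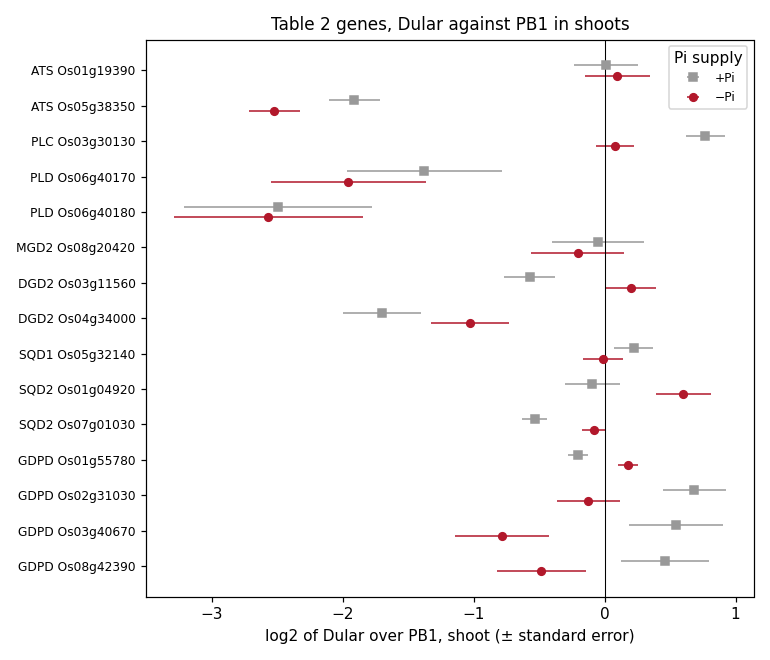
Log2(Dular/PB1) in shoots at +Pi and −Pi for 15 of the lipid genes of Table 2 with a probe set. Points are differences of group means and bars are limma's standard errors (n = 3 arrays per group), from 1 spread per probe set shared by all 8 groups. They do not show the spread of the arrays compared, and bars at −Pi can be too short, as PB1 shoot −Pi arrays spread more.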

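At +Pi, the ATS gene Os05g38350 was 7.65-fold lower in Dular roots than in PB1 roots (log2 -2.94 ± 0.19 SE, adjusted p = 2.79e-09) and 3.76-fold lower in Dular shoots (log2 -1.91 ± 0.19 SE, adjusted p = 8.19e-07; limma, n = 3 arrays per group). GDPD Os03g40670 was 6.06-fold lower in Dular roots (log2 -2.60 ± 0.36 SE, adjusted p = 1.95e-05 from limma) and -0.99, under 2-fold, after quantile normalization. DGD2 Os04g34000 was lower in Dular roots (log2(Dular/PB1) -1.49 ± 0.30 SE; -0.88 after quantile normalization) and in Dular shoots (-1.70 ± 0.30 SE). In roots at +Pi, limma called 3 of 17 lipid genes lower and 2 higher in Dular, and 6 of 17 values were positive. Of all 1806 entries through which genes were found, 29.4% were positive in roots at +Pi and 33.7% in shoots at +Pi. The 2 higher genes are SQD1 (log2 1.01 ± 0.15 SE; 0.97, under 2-fold, after median centring and 0.99 without Dular root +Pi replicate 1) and GDPD Os08g42390 (1.13 ± 0.34). In shoots at +Pi, limma called 3 genes lower (ATS Os05g38350, PLD Os06g40180 and DGD2 Os04g34000) and 0 higher, with 2 higher at an unadjusted p under 0.05, and 7 of 17 values were positive. The call of PLD Os06g40180 was lost without Dular shoot +Pi replicate 2 (adjusted p = 0.110) or 3 (0.0533) or PB1 shoot +Pi replicate 3 (0.0740).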

Our analysis revealed that expression of lipid remodeling genes more strongly regulated by the genotype than Pi stress. Thus, these genes can contribute to the low Pi tolerance of Dular.

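Averaged over tissues and genotypes, the Pi effect was the larger of the pair for most of the 17 lipid genes with a probe set. For SQD2 Os01g04920 it was 4.89 on the log2 scale (adjusted p = 3.23e-15), with a genotype effect of 0.40 (adjusted p = 0.00511 from limma). For GDPD Os02g31030 the Pi effect was 3.87 and the genotype effect 0.28. The genotype effect was larger in size than the Pi effect in 2 of 17 genes, ATS Os05g38350 and PLD Os06g40180 (-1.33 against 1.02). The 17 genes were found through entries that rise in Dular roots, which favours Pi effects. Os01g22560 and Os12g37560 were not compared, and in Table 2 as printed their larger folds are those between genotypes. The median size over the 17 genes was 1.58 for Pi, 0.37 for genotype and 0.76 for tissue (log2). Limma called the interaction of genotype and Pi in 5 of 17, that of genotype and tissue in 7, that of tissue and Pi in 12 and the 3-factor interaction in 5.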

#### Lipid phenotyping revealed greater metabolic flexibility of dular under low Pi

We validated the alterations in transcript abundance of lipid remodeling genes by comprehensive metabolic phenotyping (Supplementary Table 7). Our analysis of relative lipid composition (+Pi/−Pi) revealed decreases in phospholipids such as PC (Phosphatidylcholine), PE (Phosphatidylethanolamine), and PI (Phosphatidylinositol), with a subsequent increase in galactolipids (e.g MGDG, DGDG) under low Pi (Tables 3, 4). Our lipidome analysis also captured the genotypic variability (Dular/PB1) in levels of phospholipids. Under Pi sufficient and deficient conditions, Dular shoots showed higher contents of phospholipids as compared to PB1 shoots (Table 3). On the other hand, PB1 roots and shoots showed a significant decrease in phospholipid content as compared to Dular under Pi deficiency. This indicates faster degradation of phospholipids (i.e., degradation of major proportion of phospholipids) in PB1 under Pi deficiency from its limited reserves. This further implies that Dular has a greater phospholipid reserve to release Pi under low Pi and maintains membrane integrity at the same time. Moreover, there was significant accumulation of phospholipids PC and PE in Dular roots under low Pi. All these evidences reveal greater potential of Dular to cope with low Pi stress than PB1.

**Table 3:** **LC-QTOF analysis of relative concentrations of phospholipids under Pi deficiency**.

**m/z**	***t*_*R*_**	**Annotation**	**A. peak ratios (−Pi/+Pi)**				**B. peak ratios (Dular/PB1)**			
			**Dular root**	**PB1 root**	**Dular shoot**	**PB1 shoot**	**Root +Pi**	**Root −Pi**	**Shoot +Pi**	**Shoot −Pi**
734.57	5.44	PC (16:0/16:0) [M+H]+	0.08	0.04	0.1	0.05	1.12	2.15	2.29	4.26
732.55_754.54	4.92_4.79	PC (32:1) [M+H]+_PC (32:1) [M+Na]+	0.39	0.06	0.16	0.13	0.41	2.84	2.24	2.83
752.52_730.54	4.43_4.44	PC (32:2) [M+Na]+_PC (32:2) [M+H]+	0.27	0.09	0.12	0.04	0.62	1.81	2.88	10.13
744.55_766.54	4.73_4.77	PC (33:2) [M+H]+_PC (33:2) [M+Na]+	0.44	0.07	0.23	0.06	0.44	2.71	1.54	6.18
742.54	4.34	PC (33:3)	0.5	0.07	0.24	0.06	0.36	2.49	2.95	11.68
760.58	5.76	PC (34:1) A [M+H]+	0.32	0.14	0.08	0.32	0.5	1.15	2.99	0.79
760.58_782.57	5.52_5.52	PC (34:1) B [M+H]+_PC (34:1) B [M+Na]+	0.3	0.1	0.17	0.05	0.46	1.38	2.66	9.08
758.57	5.19	PC (34:2) A [M+H]+	0.3	0.07	0.22	0.08	0.68	2.71	2.9	7.52
780.55_758.57	5.03_5.03	PC (34:2) B [M+Na]+_PC (34:2) B [M+H]+	0.41	0.18	0.32	0.09	0.72	1.69	1.82	6.72
756.56	4.95	PC (34:3) A [M+H]+	0.47	0.41	0.35	0.25	0.25	0.28	3.15	4.53
756.55_778.54	4.61_4.61	PC (34:3) B [M+H]+_PC (34:3) B [M+Na]+	0.45	0.17	0.45	0.1	0.61	1.64	2.77	13.03
754.54	4.26	PC (34:4)	0.42	0.1	0.15	0.15	0.54	2.34	5.37	5.29
772.58	5.05	PC (35:2) A [M+H]+	0.48	2.13	1.8	0.39	2.33	0.52	0.6	2.81
772.59	5.39	PC (35:2) B [M+H]+	0.31	0.32	0.22	0.3	0.71	0.7	2.42	1.78
770.57	4.90	PC (35:3) B [M+H]+	0.39	0.12	0.31	0.52	0.66	2.09	4.26	2.55
788.62_810.60	6.17_6.17	PC (36:1) [M+H]+_PC (38:4) B [M+H]+	0.14	0.15	0.27	0.1	1.02	0.98	1.72	4.53
786.60_808.58	5.63_5.64	PC (36:2) [M+H]+_PC (36:2) [M+Na]+	0.18	0.14	0.32	0.09	0.59	0.72	1.74	6.15
784.59	5.13	PC (36:3) A [M+H]+	0.5	0.15	0.17	0.05	0.42	1.45	2.44	7.83
804.55_782.57	4.65_4.64	PC (36:4) A [M+H]+_PC A (36:4) [M+Na]+	0.52	0.19	0.33	0.11	0.57	1.59	1.6	5
804.55	5.04	PC (36:4) B [M+Na]+	0.21	0.41	0.83	0.47	1.38	0.69	1.07	1.92
780.55	4.29	PC (36:5) [M+H]+	0.46	0.11	0.39	0.12	0.37	1.49	2.61	8.76
778.54	3.91	PC (36:6) [M+H]+ A	0.39	0.08	0.35	0.12	0.23	1.14	6.78	19.93
800.62	6.04	PC (37:2) [M+H]+	0.11	0.21	0.67	0.88	1.25	0.66	1.92	1.46
777.55_794.58	4.73_4.72	PC (37:5) [M+H]+_PC (37:5) [M+NH4]+	0.2	0.14	1.61	0.61	0.43	0.6	0.62	1.63
808.58_808.58	4.78_5.03	PC (38:5) A [M+H]+_PC (38:5) A [M+H]+	0.44	0.49	0.23	0.25	1.03	0.91	2.22	2.05
806.57	4.69	PC (38:6) A [M+H]+	0.57	0.38	0.34	0.22	0.91	1.36	1.68	2.58
806.57	5.10	PC (38:6) B [M+H]+	0.52	0.16	0.15	0.09	0.42	1.37	2.86	5.02
742.58	5.15	PC (p-34:2) or PC (o-34:3) [M+H]+	0.7	0.99	0.44	0.67	1.34	0.95	1.46	0.96
798.64	6.44	PC (p-38:2) or PC (o-38:3) [M+H]+	0.48	0.63	0.52	0.79	1.02	0.77	1.35	0.89
794.60	5.78	PC (p-38:4) B or PC (o-38:5) B [M+H]+	0.34	0.26	0.45	0.7	0.63	0.82	1.73	1.13
716.52_738.51	5.18_5.19	PE (34:2) [M+H]+_PE (34:2) [M+Na]+	0.14	0.11	0.08	0.03	0.89	1.18	2.68	8.04
740.53	4.80	PE (36:4) [M+H]+	0.21	0.1	0.16	0.05	0.48	1	2.36	7.13
714.51	5.21	PE (34:2) [M−H]− B	0.16	0.12	0.1	0.03	0.83	1.11	2.6	7.87
740.52	5.29	PE (36:3) [M−H]− B	0.4	0.21	0.5	0.35	0.59	1.1	2.49	3.56
818.59	6.11	PE (38:1) [M+HCOO]− A	0.76	1.65	0.49	0.48	0.91	0.42	1.39	1.45
747.52	5.04	PG 34:1 [M−H]−	0.04	0.03	0.23	0.15	0.52	0.57	1.94	2.97
745.50	4.62	PG 34:2 [M−H]−	0.11	0.06	0.07	0.13	0.53	0.87	2.58	1.41
819.53	4.32	PG 40:7 [M−H]−	0.14	0.13	1.01	0.51	0.46	0.48	0.98	1.94
835.53	4.92	PI (34:1) [M−H]−	0.31	0.21	0.46	0.44	0.66	0.97	0.88	0.93
901.51 and 833.52	4.48 and 4.45	PI (34:2) [M+NaHCO2]− & PI (34:2) [M−H]−	0.21	0.23	0.15	0.13	0.77	0.71	0.96	1.12
857.52	4.14	PI 36:4 [M−H]−	0.18	0.28	0.19	0.26	0.83	0.52	0.64	0.47

PC, PhosPC: photidylcholine; PE, Phosphotidylehanolamine; PG, Phosphotidylglycerol; PI, Phosphotidylinositol.

**Table 4:** **LC-QTOF analysis of relative concentrations of galactolipids under Pi deficiency**.

**m/z**	***t_R_***	**Annotation**	**A. peak ratios (-Pi/+Pi)**				**B. peak ratios (Dular/PB1)**				**C. peak ratios (Shoot/Root)**			
			**Dular Root**	**PB1 Root**	**Dular Shoot**	**PB1 Shoot**	**Root +Pi**	**Root −Pi**	**Shoot +Pi**	**Shoot −Pi**	**Dular +Pi**	**PB1 +Pi**	**Dular −Pi**	**PB1 −Pi**
941.6176_936.6609	5.538_5.51	DGDG 34:1 [M+Na]+ DGDG 34:1 [M+NH4]+	1.54	1.71	1.19	1.32	0.60	0.54	0.51	0.46	0.94	1.10	0.73	0.85
962.6771	5.69	DGDG 36:2 [M+NH4]+	2.08	1.81	3.01	2.25	0.70	0.80	0.51	0.69	2.21	3.02	3.20	3.74
965.6163_960.6603	5.206_5.18	DGDG 36:3 [M+Na]+ DGDG 36:3 [M+NH4]+	3.26	2.40	1.96	1.02	0.67	0.91	0.61	1.18	6.45	7.09	3.88	3.01
961.5859_956.6313	4.267_4.27	DGDG 36:5 [M+Na]+ DGDG 36:5 [M+NH4]+	0.90	0.56	2.26	2.08	0.41	0.65	0.63	0.69	5.42	3.46	13.68	12.82
954.6155	3.92	DGDG 36:6 [M+NH4]+	0.16	0.15	1.17	0.84	0.36	0.38	0.91	1.26	28.33	11.33	209.7	63.02
779.5652	6.03	MGDG 34:1 [M+Na]+	0.68	2.63	1.01	0.37	0.78	0.20	0.61	1.69	0.86	1.10	1.29	0.15
777.5495	5.54	MGDG 34:2 [M+Na]+	0.61	2.68	1.73	0.74	1.25	0.29	0.62	1.47	0.49	0.99	1.39	0.27
773.5189	4.59	MGDG 34:4 [M+Na]+	0.08	0.03	0.96	0.16	0.44	1.01	0.44	2.57	1.29	1.30	16.20	6.38
803.5664_798.6027	5.681_5.54	MGDG 36:3 [M+Na]+ MGDG 36:3 [M+NH4]+	0.78	1.02	1.43	0.37	0.39	0.30	0.70	2.71	3.00	1.69	5.47	0.61
799.5335	4.70	MGDG 36:5 [M+Na]+	0.28	0.33	1.37	0.74	0.62	0.53	0.70	1.30	2.27	2.02	10.91	4.49
797.5183_792.5621	4.301_4.31	MGDG 36:6 [M+Na]+ MGDG 36:6 [M+NH4]+	0.10	0.11	1.02	0.47	0.48	0.44	0.96	2.11	6.76	3.34	71.60	14.87
770.5749	5.11	MGDG 34:3 [M+NH4]+	0.38	0.47	1.75	0.39	0.54	0.43	0.61	2.75	0.94	1.10	0.73	0.85

MGDG, Monogalactosyldiacylglycerol; DGDG, Digalactosyldiacylglycerol.

Interestingly, low Pi-tolerant Dular also showed increased accumulation of galactolipids, DGDG in both roots and shoots under low Pi as compared to PB1. While, increased accumulation of MGDG was found in Dular shoots under low Pi (−Pi/+Pi) (Table 4). Genotypic analysis (Dular/PB1) revealed increased accumulation of MGDG and DGDG in Dular shoots as compared to PB1 under Pi deficiency (Table 4). Noticeably, these observations are in high concordance with transcriptome results of shoot tissue in both the genotypes. However, PB1 root tissue had a higher accumulation of galactolipids than Dular under Pi deficiency (Table 4). To assess the impact of this observation, we further analyzed the lipid data in terms of third factor, “Tissue” (Shoot/Root; Table 4). Interestingly, we found higher accumulation of galactolipids in shoots than roots. This differential accumulation accounts to the fact that photosynthetic leaves contain chloroplasts with larger surface area as compared to roots with rudimentary plastids. Galactolipids form the bulk of these shoot thylakoid membranes as they play important role in light reactions (Dormann, 2007). Thus, higher accumulation of galactolipids in Dular shoots might outpace the advantage of having higher accumulation of galactolipids in PB1 roots under Pi deficiency.

### Expression analysis of genes involved in Pi acquisition

#### Induction of RSA, cell wall loosening, and biosynthesis genes

Pi deficiency generally alters root architecture for increasing soil foraging capacity. Therefore, we compared our data with available transcriptome data of rice roots in different developmental stages and tissues (Takehisa et al., 2012). Our analysis revealed upregulation of 64 genes involved in lateral root development in Dular roots, but upregulation of only 33 genes in PB1 (Supplementary Table 8). Furthermore, cell wall loosening and biosynthesis are essential processes for modulating RSA. A comparison of our data with the Cell Wall Navigator Database (Girke et al., 2004) revealed higher numbers of up-regulated root growth and cell wall biosynthesis genes in Dular roots (66) as compared to PB1 roots (34). These genes include expansins, glycosyl transferases, glycosyl hydrolases and cellulose synthase (Supplementary Table 9 and Supplementary Figure 4). 

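Expansins loosen cell walls during growth. In Dular roots, the expansin genes EXPB3 (log2 1.62 ± 0.21 SE, adjusted p = 1.50e-05) and EXPA2 (log2 1.33 ± 0.33 SE, adjusted p = 0.00724) rose at −Pi (limma, n = 3 arrays per group). EXPB3 changed more in Dular than in PB1 roots (difference 1.29 ± 0.29 SE; adjusted p = 0.00740 from limma). EXLA2, an expansin-like gene, fell in Dular roots (log2 -1.44 ± 0.21 SE, adjusted p = 6.02e-05 from limma). Of 29 expansin genes with a probe set, 6 were higher and 1 lower in Dular roots by limma (7 and 1 when adjusted over the list alone), and 0 passed in PB1 roots (3 higher at an unadjusted p under 0.05). Camera called the expansins higher in Dular roots (adjusted p = 0.00344, and 0.194 with an estimated correlation), not in PB1 roots (0.541), and did not call the difference between genotypes (0.104). Of 10 cellulose synthesis genes, 7 were higher in Dular roots by limma (7 when adjusted over the list alone; camera adjusted p = 1.78e-07, and 0.0397 with an estimated correlation) and 3 in PB1 roots (3 when adjusted over the list alone; 0.00467, and 0.180). CESA6 rose by 1.70 ± 0.21 (log2, SE) in Dular roots, and CESA7 by 1.20 ± 0.26. The laccase genes LAC3 and LAC23 rose by 2.36 ± 0.19 and 1.71 ± 0.19 there. Camera called the list of 9 laccases (adjusted p = 0.0056, and 0.130 with an estimated correlation). Of 20 cellulose synthase-like genes, which make other wall polysaccharides, 4 were higher and 2 lower in Dular roots (camera adjusted p = 0.00344, and 0.0551 with an estimated correlation).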

A comparative analysis with rice GT genes database (Cao et al., 2008) showed 109 differentially expressed genes in both the genotypes (Supplementary Table 10). Interestingly, Dular roots showed a higher number of up-regulated GT genes (82) than PB1 roots (37). Five of the xyloglucan endotransglucosylases (Os04g51460, Os06g48200, Os07g34580, Os03g02610, and Os03g63760) were also found significantly upregulated in Dular roots under Pi deficiency. This again showed the general tendency of higher up-regulation of transcripts related to root growth and cell wall loosening in Dular root as compared to PB1 roots.

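Xyloglucan endotransglucosylases (XTH) remodel the xyloglucan between cellulose fibrils. Of the genes named here, 3 have a probe set in the entries of Supplementary Table 3 at hand, Os04g51460, Os06g48200 and Os07g34580. Os03g02610 and Os03g63760 were not checked. Os06g48200 rose 2.14-fold in Dular roots (log2 1.10 ± 0.29 SE, adjusted p = 0.0109 from limma, n = 3 arrays per group). This call was lost after quantile normalization (log2 0.83), with another probe set (1.29, adjusted p = 0.129), and without Dular root +Pi replicate 1 (0.94) or Dular root −Pi replicate 1 (0.93). Os07g34580 rose 1.96-fold, under the fold threshold (log2 0.97 ± 0.22 SE, adjusted p = 0.00427 from limma), and over 2-fold without Dular root +Pi replicate 1 (log2 1.07) or 3 (1.04) or Dular root −Pi replicate 2 (1.18). Os04g51460 had a log2 change of 3.66 ± 1.27 SE, adjusted p = 0.0564 (limma) and passed the test without Dular root −Pi replicate 2 (4.49, adjusted p = 0.0355) or 3 (4.83, adjusted p = 0.0169). In PB1 roots 0 of 3 passed limma's thresholds and 1 was higher at an unadjusted p under 0.05. Os06g48200 passed there without PB1 root +Pi replicate 3 (1.05, adjusted p = 0.0264) and with another probe set (2.16, adjusted p = 0.0105). The difference between genotypes passed limma's test for 0 of 3 genes, also at an unadjusted p under 0.05. Levels in Dular roots were below those in PB1 roots at +Pi for Os04g51460 (log2(Dular/PB1) -9.90 ± 1.27 SE, adjusted p = 9.27e-06 from limma) and Os06g48200 (-4.92 ± 0.29 SE).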

#### Increased expression of acid phosphatases and organic acids genes in dular

Phosphatases, ribonucleases and organic acids release the Pi from organic/inorganic compounds in the rhizosphere under its deficiency. We found 266 various types of phosphatases and hydrolases differentially expressed in Dular and PB1, out of which, 128 and 95 genes were up-regulated in Dular and PB1 roots, respectively (Supplementary Table 11). Interestingly, up-regulation of ser/thr phosphatase (Os10g02750) and phosphocholine phosphatase (Os01g52230) genes was as high as 909-and 552-fold in Dular roots in comparison to 318-and 47-fold in PB1 roots, respectively. 

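Phosphocholine phosphatase releases Pi from phosphocholine. The response of its gene Os01g52230 in roots was larger in Dular by 3.53 ± 0.63 (log2, SE; adjusted p = 0.00113 from limma, n = 3 arrays per group). Its rise was 552-fold in Dular roots (log2 9.11 ± 0.45 SE) and 47.9-fold in PB1 roots (5.58 ± 0.45). At +Pi its level in Dular roots was 17.5-fold lower than in PB1 roots (adjusted p = 1.27e-06 from limma). At −Pi log2(Dular/PB1) was -0.60 ± 0.45 (SE; adjusted p = 0.446 from limma). Os10g02750 rose 319-fold in PB1 roots (log2 8.32 ± 0.15 SE, adjusted p = 1.39e-15 from limma), and its response in Dular roots was larger by 1.51 ± 0.22 (adjusted p = 1.36e-04 from limma). At −Pi the level of Os10g02750 in Dular roots was 2.93-fold that in PB1 roots.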

In-gel APase assay also revealed the higher activity of APases under Pi deficiency in Dular roots as compared to PB1 (Figure 5A). An earlier reported Pi inducible E1 isoform of APase, OsPAP10, was found to be stained with equal intensity under Pi deficiency. 

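OsPAP10a (Os01g56880 in general gene lists) encodes a purple acid phosphatase secreted at the root surface. Its transcripts rose by log2 3.19 ± 0.21 SE, adjusted p = 4.39e-09 in Dular roots and 3.27 ± 0.21 SE, adjusted p = 1.19e-08 in PB1 roots (limma, n = 3 arrays per group). The difference between the genotypes was -0.07 ± 0.30 (SE) and did not pass limma's test (adjusted p = 0.887). In shoots OsPAP10a rose by 2.65 ± 0.21 (log2, SE) in Dular and 3.02 ± 0.21 in PB1.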

The gene for the same isoform also showed almost equal upregulation of 9.16 and 9.62 in Dular and PB1 roots, respectively.

**Figure 5:**
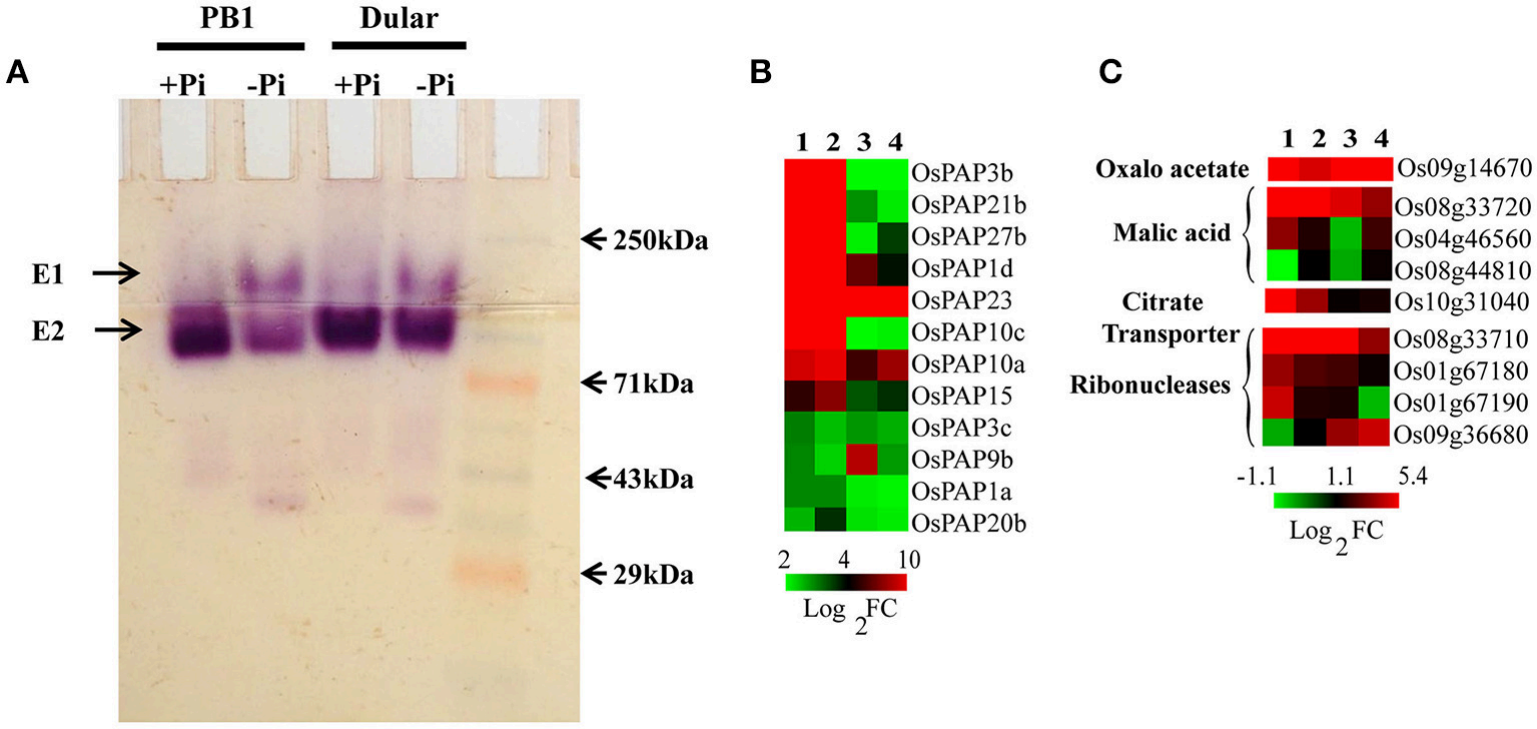
**Effect of Pi deficiency on APases and genes involved in organic acids metabolism**. **(A)** In-gel APase activity of proteins extracted from PB1 and Dular roots under +Pi and −Pi conditions. **(B)** Expression profile of APases showing higher expression of APases in Dular and PB1 under +Pi and −Pi. **(C)** Differential expression of genes involved in organic acid metabolism in Dular and PB1 under Pi deficiency. 1, Dular root; 2, PB1 root; 3, Dular shoot; 4, PB1 shoot.

We also found prominent upregulation of a PEPC encoding gene (Os09g14670) in Dular roots and shoots (42-and 11-fold) as compared to PB1 roots and shoots (2.7-and 4.2-fold) which catalyze the synthesis of oxaloacetate and release Pi as a by-product (Supplementary Table 11 and Figure 5B). Additionally, genes involved in malic acid metabolism, (MDH Os04g46560, Os08g33720) were also up-regulated in roots of both genotypes. Moreover, genes for ribonucleases (RNases) (Os08g33710, Os01g67180, Os01g67190) and a citrate transporter (Os10g31040) were also up-regulated more prominently in Dular roots. This comparative study of phosphatases, RNases, and organic acids encoding genes revealed a potential ability to solubilize soil-bound Pi by Dular under Pi deficiency (Supplementary Table 11 and Figure 5).

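The PEPC gene Os09g14670 rose 42.4-fold in Dular roots and 2.73-fold in PB1 roots, and the response was larger in Dular by 3.96 ± 0.43 (log2, SE; adjusted p = 8.19e-06 from limma, n = 3 arrays per group). In shoots it rose 11.2-fold in Dular (log2 3.49 ± 0.30 SE, adjusted p = 1.43e-06) and 4.30-fold in PB1 (adjusted p = 5.11e-04, limma). The difference in shoots, 1.38 ± 0.43 (SE), did not pass the test (adjusted p = 0.1000 from limma), and did without PB1 shoot +Pi replicate 2 (1.84, adjusted p = 0.0055). At +Pi its level was 6.90-fold lower in Dular roots than in PB1 roots, and at −Pi it was 2.25-fold higher (log2 1.17 ± 0.30 SE, adjusted p = 0.00612 from limma; 0.95, under 2-fold, without PB1 root −Pi replicate 3).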

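The MDH gene Os04g46560 rose 2.12-fold in Dular roots (log2 1.09 ± 0.30 SE, adjusted p = 0.0147 from limma, n = 3 arrays per group). In PB1 roots its change of 0.36 ± 0.30 (SE) did not pass the test (adjusted p = 0.379 from limma), nor did the difference between genotypes (0.73 ± 0.42; adjusted p = 0.217 from limma). At −Pi its level in Dular roots was 2.66-fold that in PB1 roots. The call in Dular roots was lost without Dular root +Pi replicate 2 (adjusted p = 0.072) or Dular root −Pi replicate 2 (0.0686).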

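Citrate exported from roots frees Pi bound to metals in soil. The citrate transporter gene Os10g31040 rose 13.5-fold in Dular roots (log2 3.75 ± 0.28 SE, adjusted p = 1.96e-08) and 2.23-fold in PB1 roots (log2 1.16 ± 0.28 SE, adjusted p = 0.00755; limma, n = 3 arrays per group). Its response was larger in Dular by 2.59 ± 0.39 (log2, SE; adjusted p = 2.54e-04 from limma). RNases recover Pi from RNA. Os01g67190 rose 2.61-fold in Dular roots (log2 1.38 ± 0.18 SE, adjusted p = 1.74e-05 from limma), with a larger response than in PB1 roots (1.03 ± 0.25 SE; adjusted p = 0.0129 from limma). Os08g33710 rose 11.7-fold in Dular roots and 8.62-fold in PB1 roots, a difference of 0.44 ± 0.40 (log2, SE) that did not pass the test (adjusted p = 0.427 from limma). Os01g67180 rose 2.21-fold in Dular roots and 1.65-fold in PB1 roots (0.42 ± 0.19; adjusted p = 0.135 from limma). The rise of Os10g31040 in PB1 roots was 0.71 on the log2 scale, under 2-fold, without PB1 root +Pi replicate 1.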

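Of 7 acid phosphatase, phosphocholine phosphatase and RNase genes that the paper names, 7 were higher in Dular roots and 5 in PB1 roots by limma, and 4 were higher in shoots of each genotype. The genes were found through entries that rise in Dular roots, so the sign there was fixed in advance. This also favours a larger response in Dular than in PB1 roots. In PB1 shoots Os08g17784 (log2 4.31) was not called with another probe set (0.65, adjusted p = 0.477 from limma). The response in roots was larger in Dular for 3 of them, Os10g02750, Os01g52230 and the RNase gene Os01g67190, and smaller for 1, Os08g17784. In shoots the response was larger in Dular for 1, Os01g52230 (log2 2.71 ± 0.63 SE, adjusted p = 0.0245 from limma, n = 3 arrays per group). That shoot call was lost without Dular shoot +Pi replicate 3 (adjusted p = 0.0508), Dular shoot −Pi replicate 3 (0.0606), PB1 shoot +Pi replicate 3 (0.0567) or PB1 shoot −Pi replicate 3 (0.0587). The study chose these genes on the same arrays.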

#### Higher induction of Pi transporter genes in PB1

We observed that 104 transporter encoding genes were upregulated in Dular roots while only 52 were in PB1 under Pi stress (Supplementary Table 12). Out of 26 potential Pi transporters in rice, 5 Pi transporters, including the high affinity Pi transporter *OsPT6*, were induced (Supplementary Figure 5). Interestingly, high affinity Pi transporters like *OsPT6* (Os08g45000) showed higher upregulation in PB1 roots as compared to Dular. 

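OsPT6 (Os08g45000) transports Pi into root cells. Its transcripts rose 107-fold in Dular roots (log2 6.74 ± 0.38 SE, adjusted p = 6.95e-10) and 414-fold in PB1 roots (log2 8.69 ± 0.38 SE, adjusted p = 8.31e-11; limma, n = 3 arrays per group). The response was smaller in Dular (difference -1.95 ± 0.54 log2, SE; adjusted p = 0.0255 from limma). After quantile normalization this difference was -0.11 (adjusted p = 0.983). The call was lost without Dular root −Pi replicate 1 (adjusted p = 0.0572) or 2 (0.0597), PB1 root +Pi replicate 3 (0.0512) or PB1 root −Pi replicate 2 (0.0618). In Dular shoots the change was 0.29 ± 0.38 (SE) and did not pass the test (adjusted p = 0.619 from limma). In PB1 shoots OsPT6 rose by 1.47 ± 0.38 (SE; adjusted p = 0.0334 from limma), a call lost without any 1 PB1 shoot array except −Pi replicate 2 (adjusted p up to 0.122).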

Analysis of absolute transcript expression (Dular/PB1) revealed a higher expression (3.6) of *OsPT6* in PB1 roots under Pi deficiency as compared to Dular. 

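At −Pi, OsPT6 was 3.57-fold lower in Dular roots than in PB1 roots (log2(Dular/PB1) -1.83 ± 0.38 SE, adjusted p = 9.64e-04 from limma, n = 3 arrays per group). At +Pi its log2(Dular/PB1) in roots was 0.12 ± 0.38 (SE; adjusted p = 0.816 from limma). After quantile normalization, the difference at −Pi did not pass limma's test.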

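OsPHO1;3 (Os06g29790) belongs to the PHO1 family, whose members export Pi toward the xylem. Its transcripts rose 41.5-fold in Dular roots (log2 5.37 ± 0.42 SE, adjusted p = 4.31e-08 from limma, n = 3 arrays per group) and 31.7-fold in PB1 roots. The difference between genotypes in roots did not pass the test (0.39 ± 0.60 SE; adjusted p = 0.660 from limma). In shoots they rose 32.0-fold in Dular and 4.53-fold in PB1, and the response was larger in Dular by 2.82 ± 0.60 (log2, SE; adjusted p = 0.0142 from limma). At +Pi its level in Dular shoots was 6.05-fold lower than in PB1 shoots (log2 -2.60 ± 0.42 SE, adjusted p = 1.52e-04 from limma).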

Notably, our data also reflect the transcript induction of the *OsPHO1-3* (Os06g29790) gene involved in Pi loading into xylem. 

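SPX proteins sense the Pi status of cells. OsSPX5 (Os03g29250) rose 250.4-fold in Dular roots (log2 7.97 ± 0.30 SE, adjusted p = 5.12e-12) and 71.1-fold in PB1 roots (log2 6.15 ± 0.30 SE, adjusted p = 3.17e-10; limma, n = 3 arrays per group). OsSPX3 (Os10g25310) rose 237-fold in Dular roots and 226-fold in PB1 roots, and the difference did not pass the test (0.07 ± 0.61 SE; adjusted p = 0.948 from limma). For OsSPX1 (Os06g40120) the rises were 20.2-fold and 13.5-fold, and for OsSPX2 (Os02g10780) 11.4-fold and 8.69-fold. In shoots, OsSPX5 rose 382-fold in Dular and 194-fold in PB1, and the response of OsSPX1 was larger in Dular by 1.28 ± 0.18 (log2, SE; adjusted p = 9.16e-04 from limma). The response of OsSPX5 in roots was larger in Dular by 1.82 ± 0.42 (SE; adjusted p = 0.00866 from limma), and with another probe set by 1.33 (adjusted p = 0.093). For OsSPX1 in roots the difference of 0.59 ± 0.18 (adjusted p = 0.0445 from limma) was 0.30 after quantile normalization (adjusted p = 0.592), and its call was lost with a block for the replicate number (0.0621) and without any 1 root array except Dular root +Pi replicate 2 and PB1 root −Pi replicate 2 (adjusted p up to 0.0995).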

Transcripts of four SPX domain containing proteins (Os03g29250, Os10g25310, Os06g40120, and Os02g10780) were also up-regulated in both Dular and PB1 roots.

### Identification of SNPs and indels between dular and PB1 in differentially expressed PSR genes

We also identified SNPs and InDels presents between Dular and PB1 in 8135 differentially regulated genes under low Pi conditions using available genome sequence (Mehra et al., 2015; Supplementary Table 13). 75244 genic SNPs and 16400 genic InDels were identified between Dular and PB1; however, 17739 coding SNPs and 1123 coding InDels were discovered. 5′ UTRs and 3′ UTRs of Dular and PB1 were also analyzed for SNPs and InDels which yielded 3978, 9048 SNPs and 1772 and 2455 InDels, respectively. Functional classification of these SNPs and InDels revealed 10 startloss and 18 stoploss SNPs between Dular and PB1. Moreover, 69 non-sense and 7337 missense as well as 7805 silent SNPs were identified. Further, 217 large effect frameshift InDels between Dular and PB1 were also observed. Additionally, we also analyzed the SNPs and InDels present in 2kb upstream promoter regions of key PSR genes (Supplementary Table 14). Interestingly, numerous SNPs and InDels were found in promoter regions of lipid remobilizing genes (*SQD2, GDPD, ATS, PAH, MGD2, DGD2, PLD*), a high affinity phosphate transporter (*OsPT6*), SPX domain containing proteins, various organic acid genes (lactate/malate dehydrogenase, *PEPC*) and purple acid phosphatases between Dular and PB1 (Supplementary Table 14).

## Discussion

We investigated the potential low Pi tolerance mechanisms using comparative morphophysiological, transcriptomics, and lipidomics approaches in a low Pi sensitive modern rice genotype (PB1) and a tolerant genotype, Dular. Pusa Basmati-1 (PB1) is the first high yielding semi-dwarf Basmati variety which yields ~50–52 q/ha and shows improved growth parameters with high nutrient supply (Sharma et al., 2012). On the other hand, Dular is a traditional genotype with very low yield potential of about 7–22 q/ha and has been shown to be one of the most tolerant rice genotypes for Pi deficiency in field conditions (Wissuwa and Ae, 2001; Chin et al., 2010). Low Pi tolerance can be achieved through better Pi acquisition and efficient cellular Pi utilization (Wang et al., 2010; Rose et al., 2011). Higher “Pi acquisition efficiency” corroborates to enhanced Pi uptake, root architectural modifications and solubilisation of bound Pi in soil whereas “Pi utilization efficiency” refers to efficient remobilization of cellular Pi. Generally, modern genotypes are believed to be highly “Pi responsive” due to higher Pi uptake, whereas, traditional genotypes like Dular are “Pi efficient” (Gerloff, 1977; Wissuwa and Ae, 2001). However, insufficient molecular evidences exist to support this notion. Therefore, we employed transcriptome and lipidome profiling of both contrasting genotypes to reveal the low Pi tolerance mechanisms of a Pi efficient genotype.

Three way ANOVA analysis of microarray data revealed that most of the transcripts were influenced by tissue and genotype. This suggests that most of the Pi responsive genes were expressed at different background levels in selected genotype and tissue types. We found two- and five-fold higher numbers of differentially expressed transcripts affected by the genotype factor as compared to the Pi treatment factor in Dular root and shoot tissues, respectively. Thus, there exists a significant genetic variability between the selected genotypes which provides a novel aspect to unravel the low Pi tolerance mechanisms. 

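JAZ13 encodes a repressor of jasmonate signalling, and its transcripts were lower in Dular than in PB1. Its log2(Dular/PB1) was -8.07 ± 1.02 SE, adjusted p = 7.52e-06 in roots at +Pi and -8.13 ± 1.02 SE, adjusted p = 9.31e-06 in shoots at +Pi (limma, n = 3 arrays per group). DREB1A had -6.74 ± 1.15 (log2(Dular/PB1), SE) in roots at −Pi and -5.15 ± 1.15 in shoots at −Pi. Between Dular and PB1 at −Pi, limma called 8170 probe sets in roots and 6519 in shoots, and between −Pi and +Pi in Dular it called 4329 in roots and 1337 in shoots. The shoot counts were 5641 and 856 with a fit to the shoot arrays alone, and 4677 and 340 with only the groups compared. In roots, a difference in processing cannot be told apart from genotype, as the hybridization control BioB differed by 4.21 (log2) at −Pi. BioC, BioD and Cre differed there by -0.11, -0.31 and -0.08.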

Our integrated transcriptome, lipidome, and morphological analysis revealed that Dular showed multifaceted tolerance mechanisms which involve RSA modulation and lipid remobilization. However, earlier studies conducted by Pariasca-Tanaka et al. (2009) had shown RSA modulation as the only mechanism for low Pi tolerance of NIL6-4 (introgressed with *Pup1* QTL from low Pi tolerant *aus* genotype, Kasalath). This was probably due to less genetic variability between NIL6-4 and low Pi sensitive recurrent parent, Nipponbare. Intriguingly, both PB1 and Dular carry the *Pup1* candidate gene *Pstol1* (data not shown). Therefore, present study becomes more rational to look into the other low Pi tolerance mechanisms. In another study, Oono et al. (2013) found that low Pi induced genes are more up-regulated in tolerant *aus* genotypes, Kasalath than sensitive genotypes. Our study also confirms the same hypothesis in another *aus* genotype Dular and proved the importance of transcriptional regulation for low Pi adaptation. Furthermore, similar to earlier observation in Kasalath (Oono et al., 2013), Dular also showed reduced inorganic P content which reflects on potential efficient P utilization.

RSA modulations like increased root hairs, lateral roots and higher turnover of roots are important traits involved in adaptation to Pi deficiency (Lynch, 2011; Gamuyao et al., 2012; Pandey et al., 2013). Sensing of Pi deficiency at the root tip activates the downstream Pi responsive genes associated with RSA modulation (Svistoonoff et al., 2007). Our transcriptome data also showed higher induction of RSA genes (glycosylases, expansins, XTHs) in Dular roots in comparison to PB1 under Pi deficiency. Phenotypic analysis of Dular and PB1 genotypes also depicted apparent differences in the root architecture of both genotypes. In an earlier study, we found increased lateral roots and root hair growth in Dular under low Pi as compared to PB1 (Figure 1C, Mehra et al., 2015). Both traits bestow enhanced Pi acquisition by increasing the absorptive surface area under Pi limiting condition. Additionally, Dular roots showed a significant increase in root length under low Pi. This quantitative trait has been linked with Pi deficiency tolerance in some rice genotypes (Shimizu et al., 2004). Increased root length is associated with longer and more branched roots per unit of root dry matter (Hill et al., 2006). Root elongation enhances the porosity and oxygen release capacity of plants which leads to iron oxidation and release of protons. This causes an increase in rhizosphere acidity that helps in solubilisation of soil Pi compounds (Kirk and Du, 1997). Therefore, increase in root length helps in surviving in Pi poor soil. Our analysis of root spread showed that PB1 possesses shallow root system which suggests that it has been selected on nutrient rich soils for higher Pi acquisition attributing to its higher yield. Since, PB1 is a drought sensitive genotype (Mutum et al., 2013) shallow root system may contribute to its high drought sensitivity. On the other hand, we observed a steeper-angled root system in Dular which also likely contributes to its drought avoidance mechanism as Dular is a traditional upland genotype (Henry et al., 2011). Moreover, upland systems are co-limited for water and Pi together. Therefore, Dular has been co-selected for both the traits i.e., low Pi tolerance and drought avoidance. Therefore, this traditional “Pi-efficient” genotype can also be further exploited to target the dual problem of drought and low Pi tolerance. We didn't find significant change in root spread for either genotype caused by low Pi. This indicates that root spread behavior might be governed by genotype rather than low Pi stress. Interestingly, we also observed greater cortical aerenchyma formation in Dular than PB1 root under Pi deficiency (Supplementary Figure 6). This adaptive trait allows reallocation of resources toward formation of new roots with minimum additional metabolic cost (Lynch, 2011; Postma and Lynch, 2013). Noticeably, under Pi deficiency, Dular roots also showed higher induction of XTHs (Xyloglucan endotransglucosylase) genes known to be involved in aerenchyma and root hair formation (Vissenberg et al., 2001). It is noteworthy that NIL6-4 with introgressed *Pup1* locus didn't show such advantage in root hair and aerenchyma formation despite induction of XTHs. This implies that these complex traits involve several molecular regulators influenced by environment and genotype. The integration of these root traits may lead to synergistic interactions that substantially increase P uptake (York et al., 2013).

Metabolic plasticity plays an important role in conserving cellular Pi (Plaxton and Tran, 2011) and thereby enhances Pi utilization efficiency. In our data, many key genes involved in glycolytic bypasses were significantly up-regulated in Dular thus efficiently mitigating the demand of Pi under its deficiency. Cellular Pi pools can also be conserved by replacing membrane phospholipids with galactolipids and sulfolipids (Nakamura, 2013; Okazaki et al., 2013). A set of membrane lipid remodeling genes, including like PLC, PLD, and GDPD, were found to be induced in Dular at relatively higher levels than PB1 under low Pi. Further, low Pi induction of lipid remodeling genes and accumulation of corresponding metabolic lipid bio-markers (MGDG and DGDG) indicate that lipid remobilization is also one of adaptive strategies for low Pi tolerance in the traditional genotype. Analysis of phospholipid composition showed higher degradation of phospholipids in PB1 under low Pi. However, the total amount of phospholipids degraded is more in Dular (analogy model, Supplementary Figure 7). Genotypic comparison of Dular and PB1 revealed a greater pool of phospholipids in Dular shoots under both low and high Pi as compared to PB1. This indicates Dular has greater room to maneuvre its phospholipid reserve under low Pi stress. All these results together indicate the higher metabolic adjustments in Dular relative to PB1 which allow it to withstand low Pi stress. However, a matter of future research will be whether high phospholipid content and its remobilization is a general low Pi tolerance strategy among traditional rice genotypes. Earlier reports also suggest lipid remobilization is one of the important low Pi tolerance mechanisms in other crops like kidney bean, oat, and sesame (Gniazdowska et al., 1999; Andersson et al., 2003, 2005; Shimojima et al., 2013).

Moreover, SNPs and InDels identified in the promoter regions between PB1 and Dular can modulate the differential expression of these PSR genes between these two genotypes. This differential expression due to non-sense and other large effect SNPs of Dular and PB1 can provide the tolerance and sensitive attributes to these genotypes. Further characterization of these large effect variants will allow the detailed dissection of the molecular mechanism of low P tolerance of Dular and other traditional cultivars. However, a large population will be needed to explore these SNPs to achieve the necessary genotypic and phenotypic variation.

In our data, we also found induction of various transporters in Dular, including the glucose six phosphate transporter, glycerol three phosphate transporters, and phospholipid transporters, which are involved in cellular Pi remobilization. This provides additional evidence of better internal Pi utilization in Dular. Pi transporters (both low and high-affinity) mediate uptake from soil and distribution of Pi in plants against concentration gradients (Ai et al., 2009; Li et al., 2015). However, induction of the high-affinity Pi transporter was observed as a response rather than a tolerance mechanism under low Pi (Pariasca-Tanaka et al., 2009; Oono et al., 2013). High induction of *OsPT6* in PB1 roots might reflect its greater Pi demand from exogenous sources. On the contrary, Dular's higher Pi use efficiency and low Pi demand is potentially addressed by better cellular Pi mobilization and efficient Pi acquisition. This may explain the relatively lower induction of high affinity Pi transporters in Dular.

In conclusion, we have shown that the traditional genotype Dular might employ both better internal Pi utilization and acquisition strategies for low Pi tolerance as revealed by transcriptome, lipidome and RSA phenotyping. Traditional upland genotypes like Dular can serve as a novel genetic sources for improving low Pi tolerance of modern Pi responsive elite cultivars.

## Author note

Microarray data submitted in Gene Expression Omnibus (GEO) database, www.ncbi.nih.gov/geo (accession no. GSE74795).

## Author contributions

PM and BP conducted the experiments and contributed in writing the manuscript. JG conceived the idea, designed the project, analyzed data, and wrote the manuscript with the help from co-authors.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Comparative Morphophysiological Analyses and Molecular Profiling Reveal Pi-Efficient Strategies of a Traditional Rice Genotype
**Source:** Front Plant Sci. 2016 Jan 5;6:1184. doi: 10.3389/fpls.2015.01184
**Supplement:** Supplementary file 2

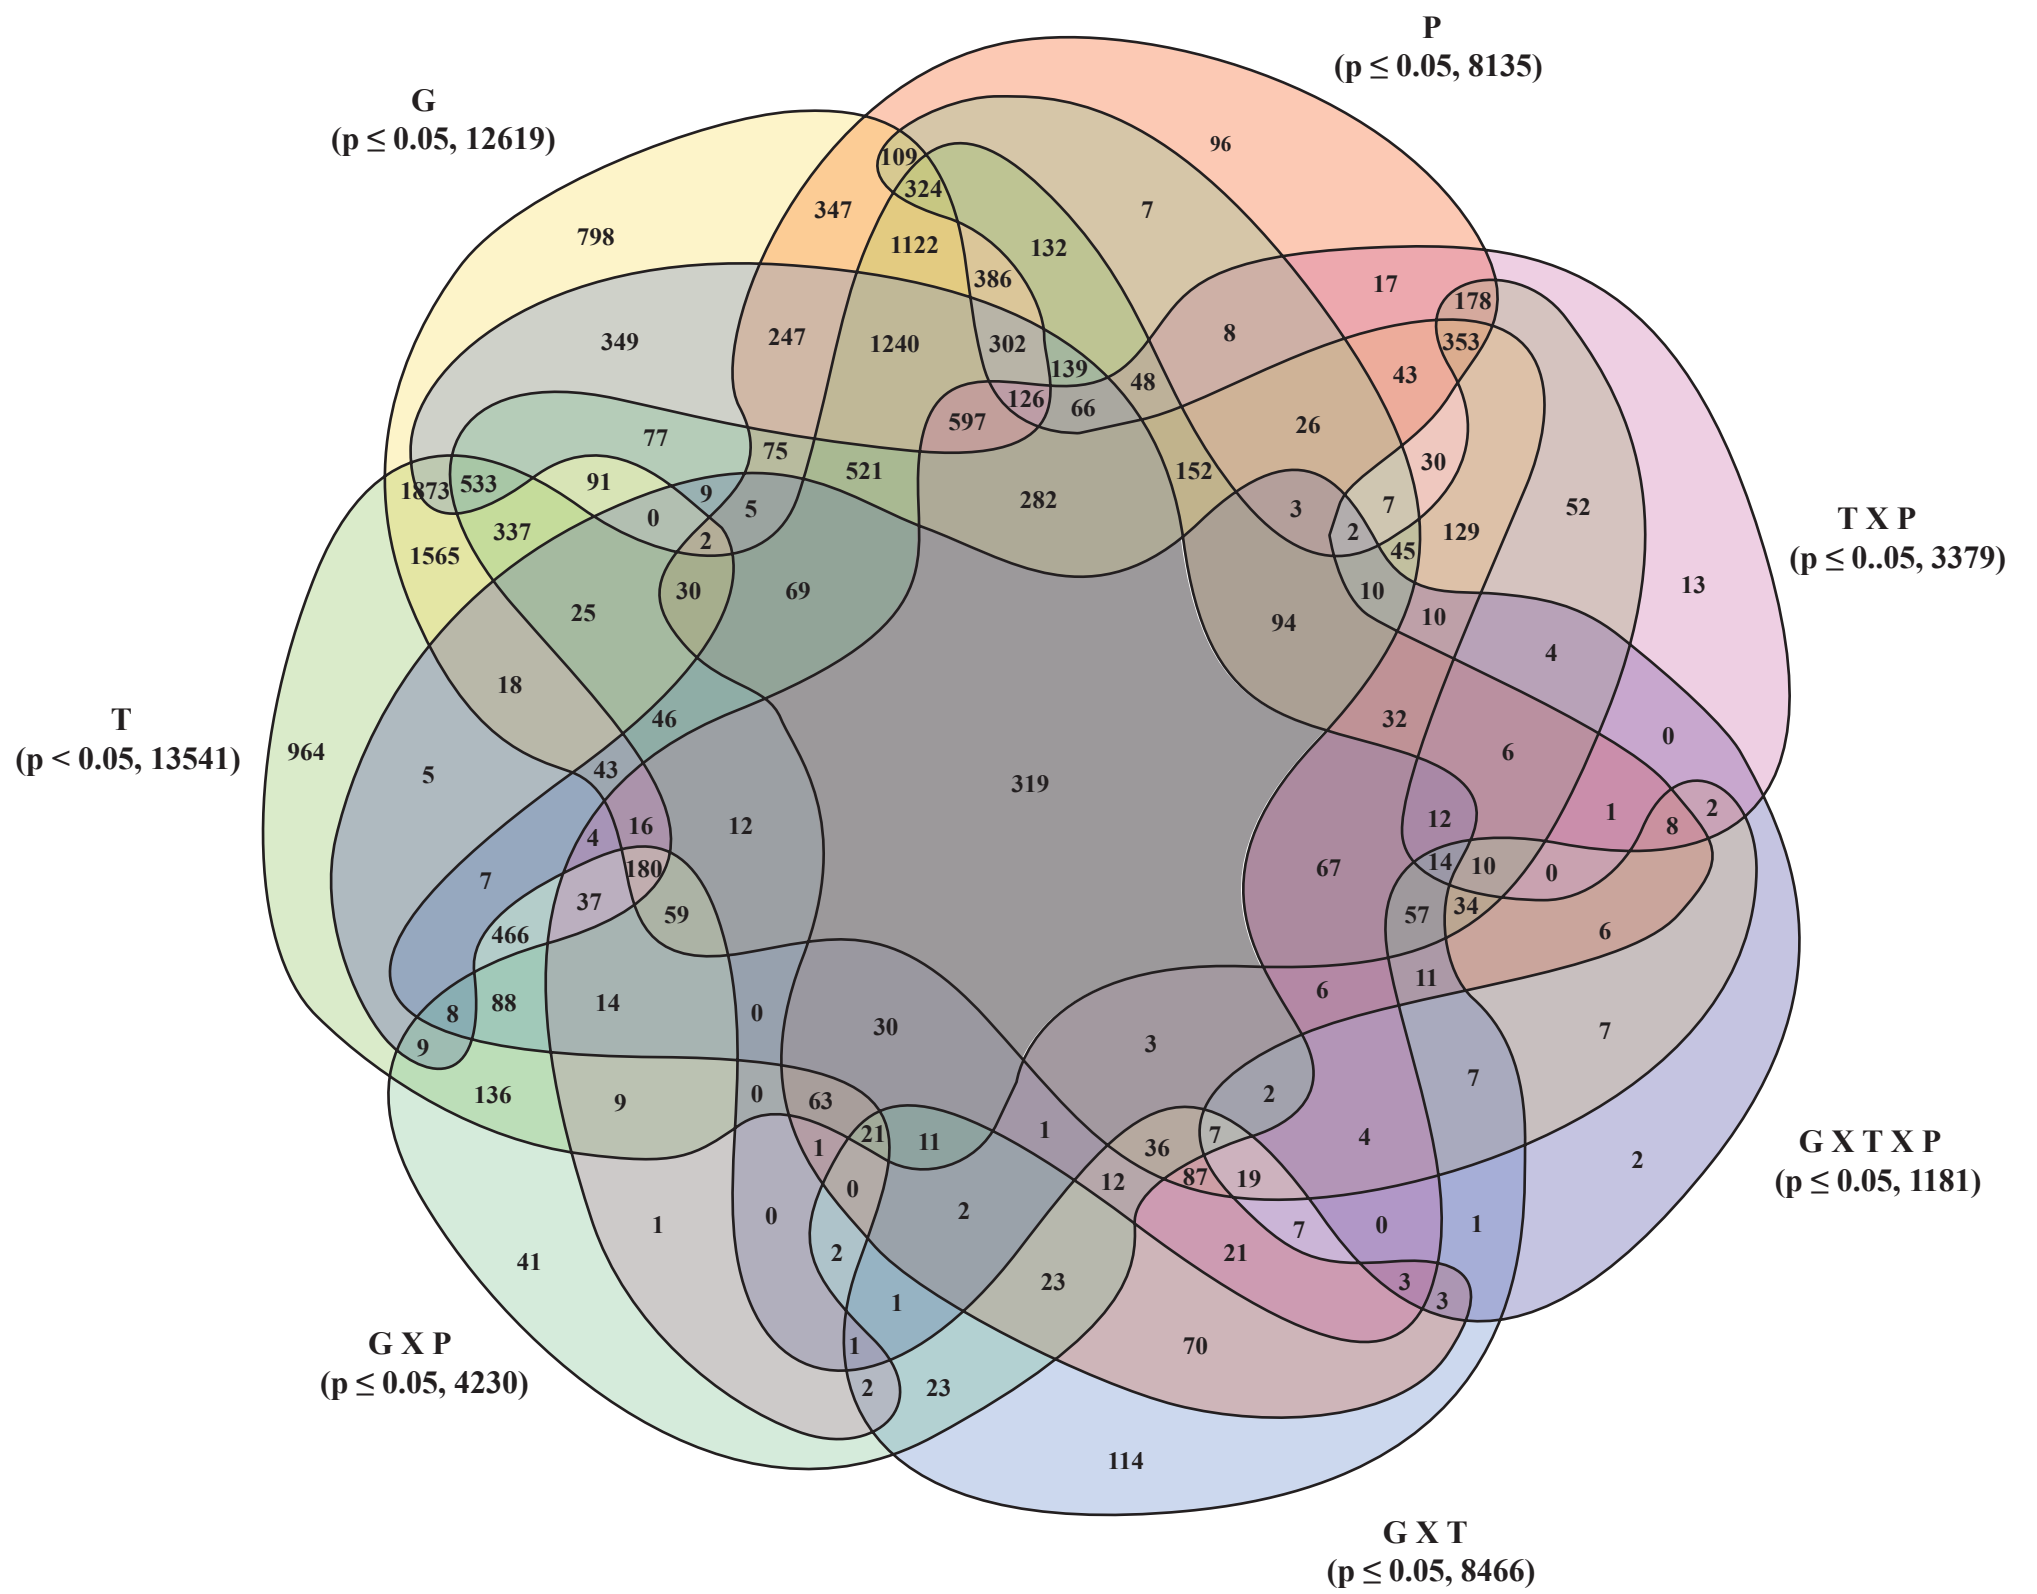

Supplementary Fig. S1. 7-way venn diagram showing unique and overlapping genes significantly expressing (p value ≤ 0.05) under all main and interactions effects of Genotype, G; Tissue, T and Phosphate, Pi.

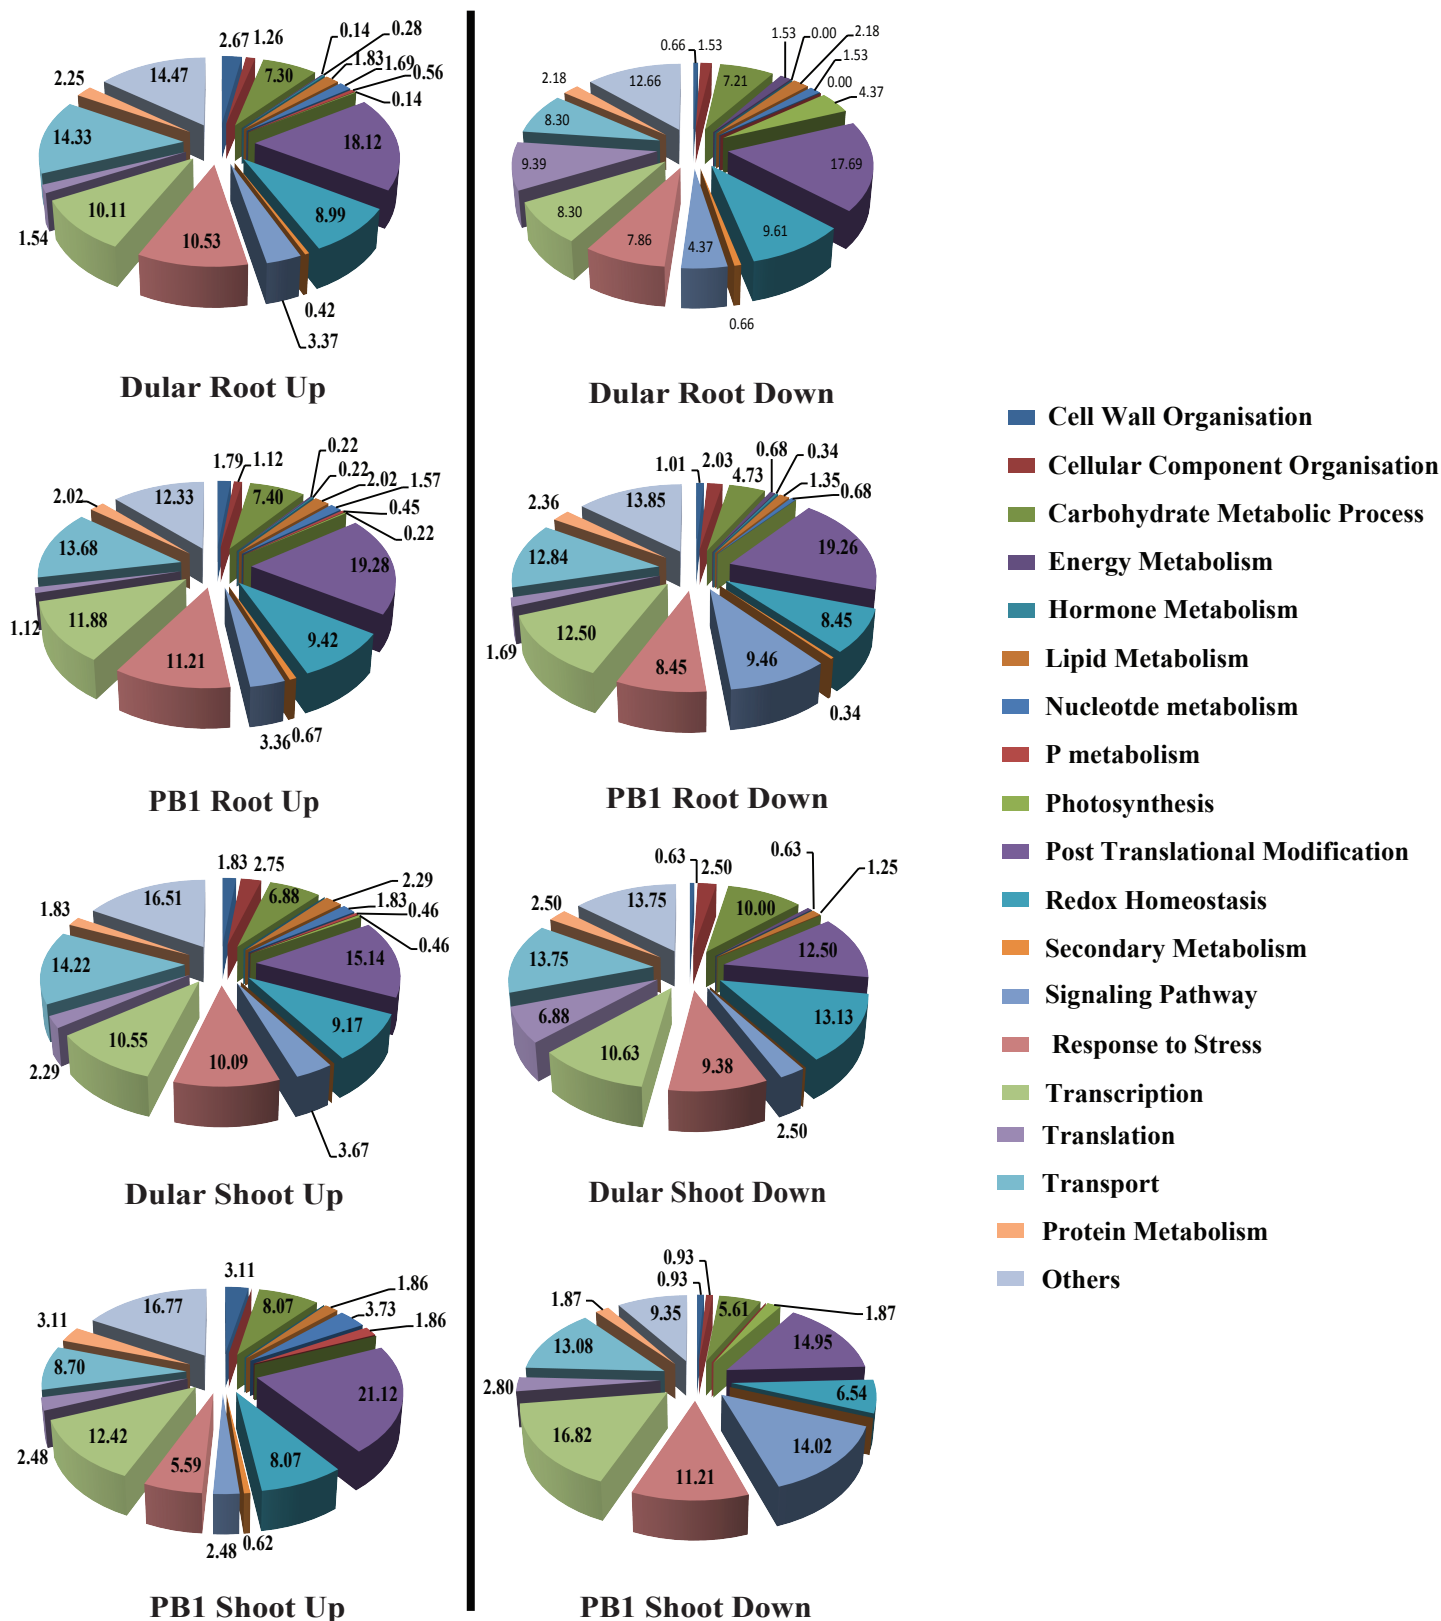

Supplementary Fig. S2. Functional categorisation of genes, up and downregulated in root and shoot tissues at p value ≤ 0.05 . Functional categories were made according to GO terms assigned in Rice Oligonucleotide Array Database.

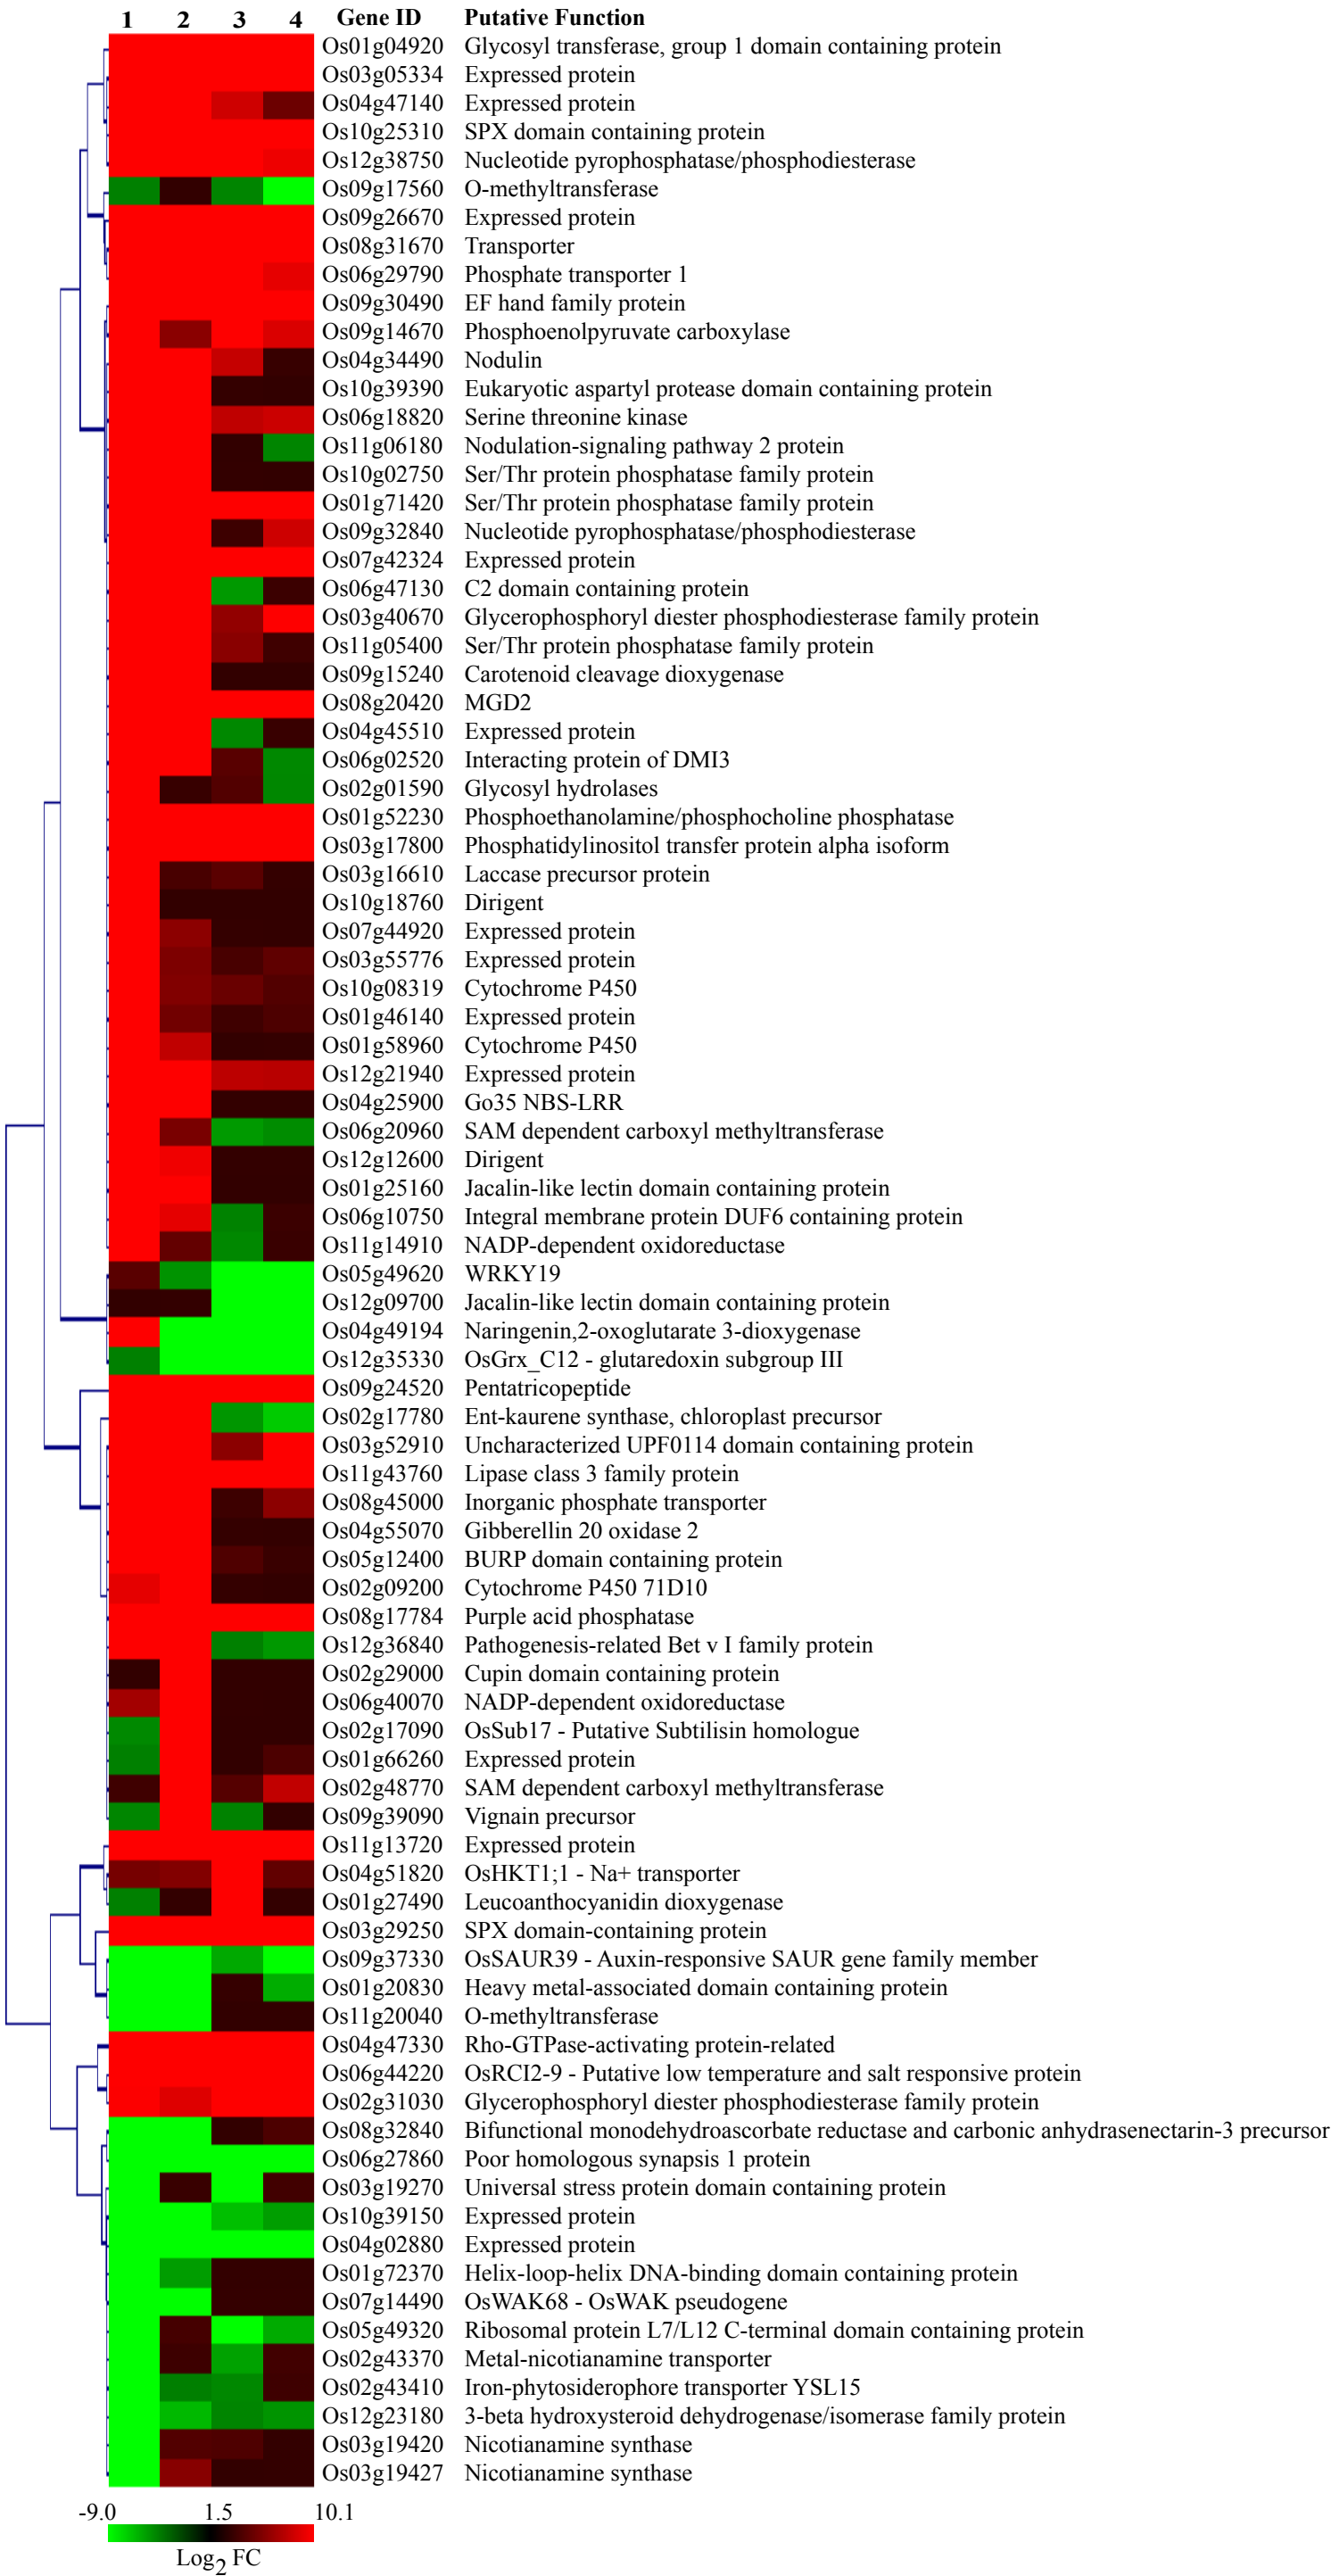

Supplementary Fig. S3. Expression profile of highly induced genes under Pi deficiency. Genes showing ≥ 30 FC in either of the tissues (root or shoot) or genotypes (Dular and PB1) under Pi deficiency were considered. 1, Dular root; 2, PB1 root; 3, Dular shoot; 4, PB1 shoot.

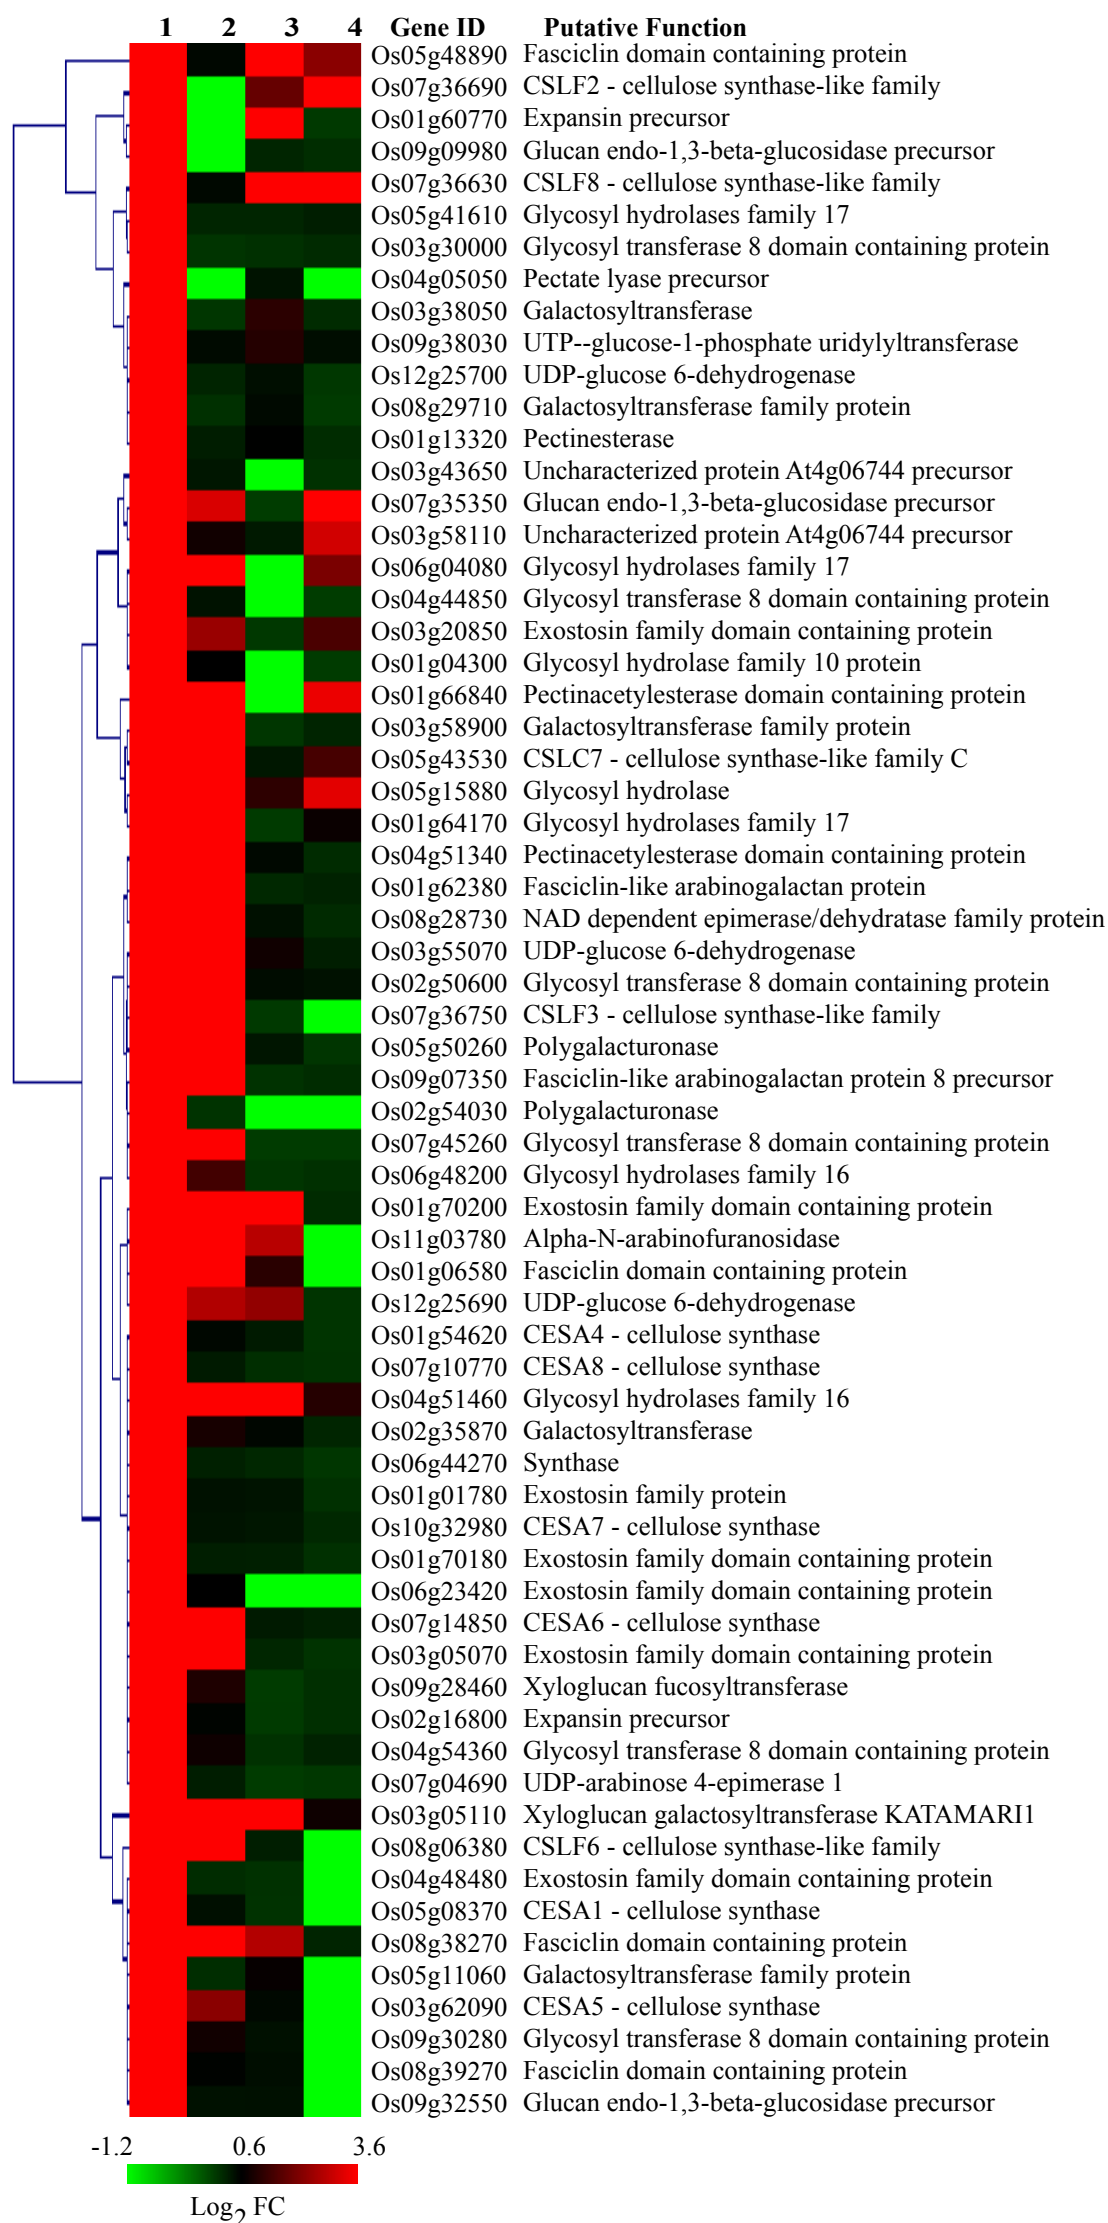

Supplementary Fig. S4. Effect of Pi deficiency on expression profiles of root system architecture and cell wall biosynthesis genes. Potential genes involved in RSA and cell wall modulation were identified from our data using information from previously published reports and cell wall navigator database. 1, Dular root; 2, PB1 root; 3, Dular shoot; 4, PB1 shoot.

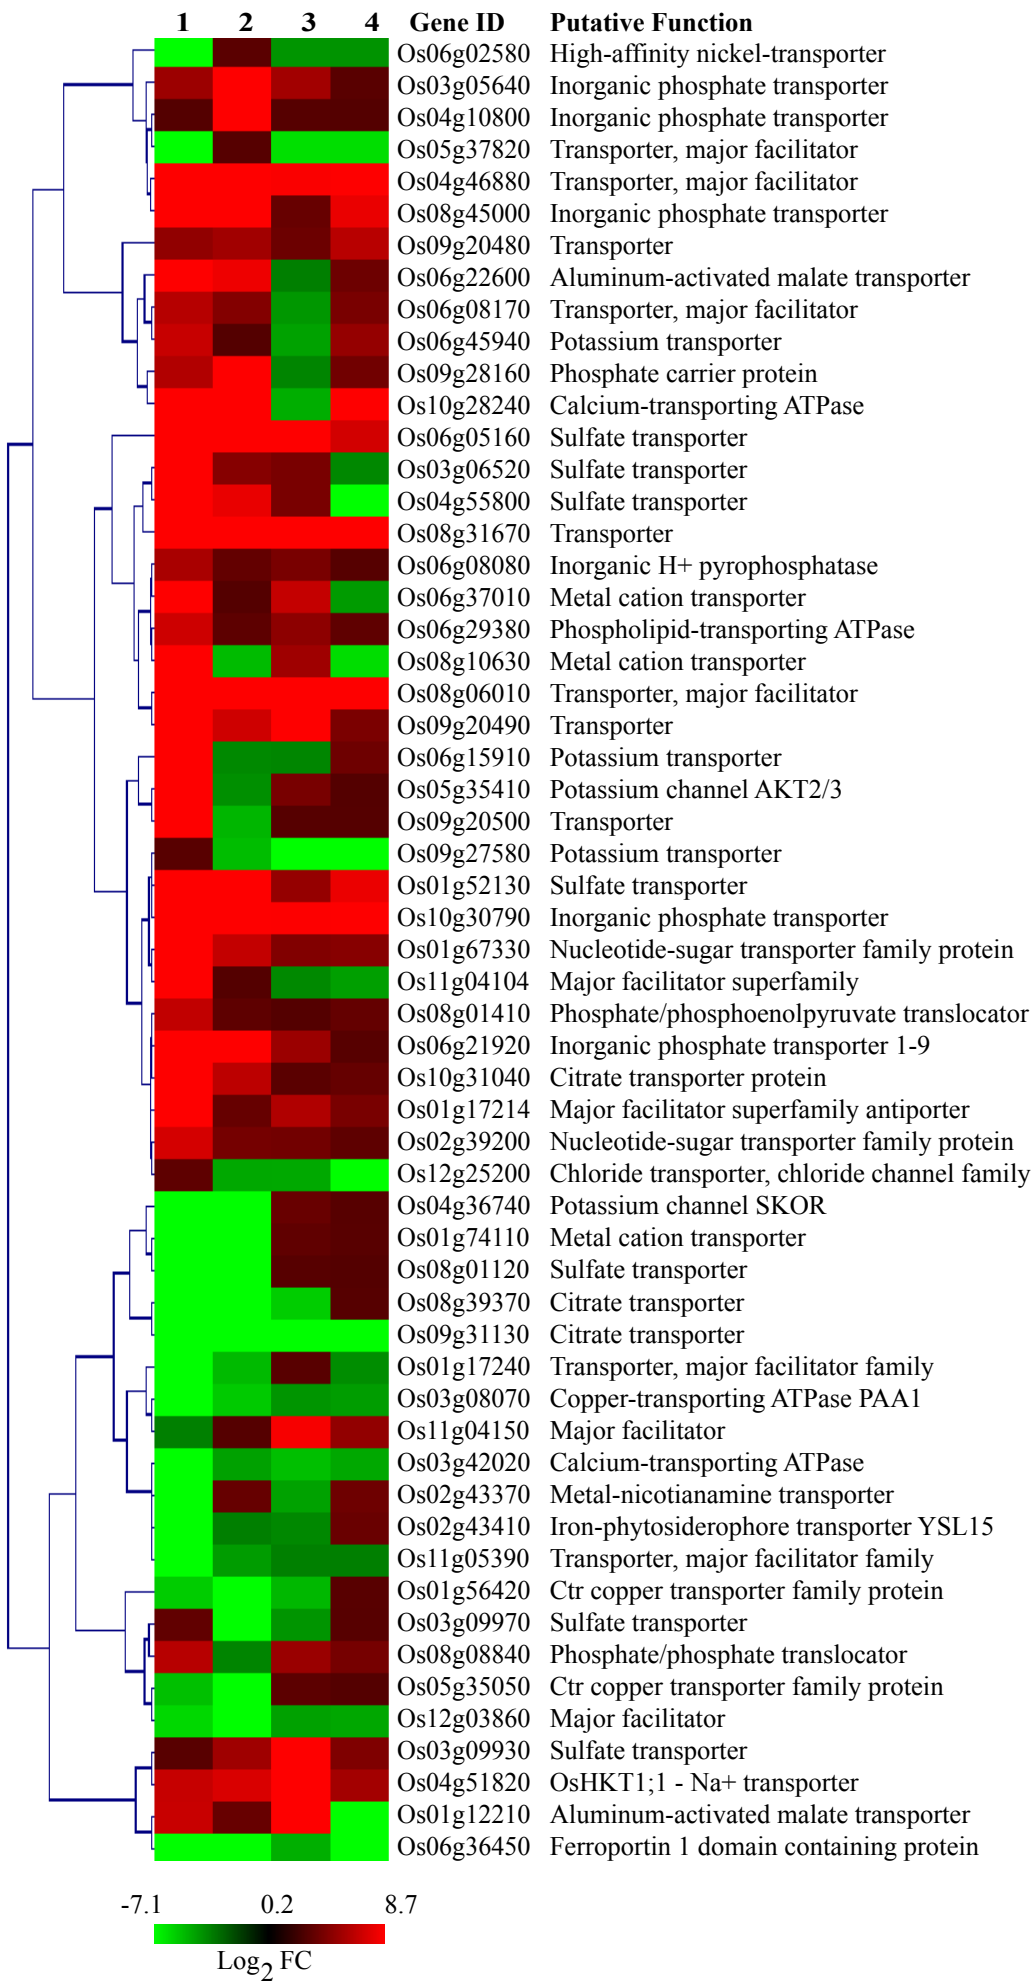

Supplementary Fig. S5. Expression profiles of membrane transporter encoding genes showing significant expression in Dular and PB1 root and shoot tissues. 1, Dular root; 2, PB1 root; 3, Dular shoot; 4, PB1 shoot.

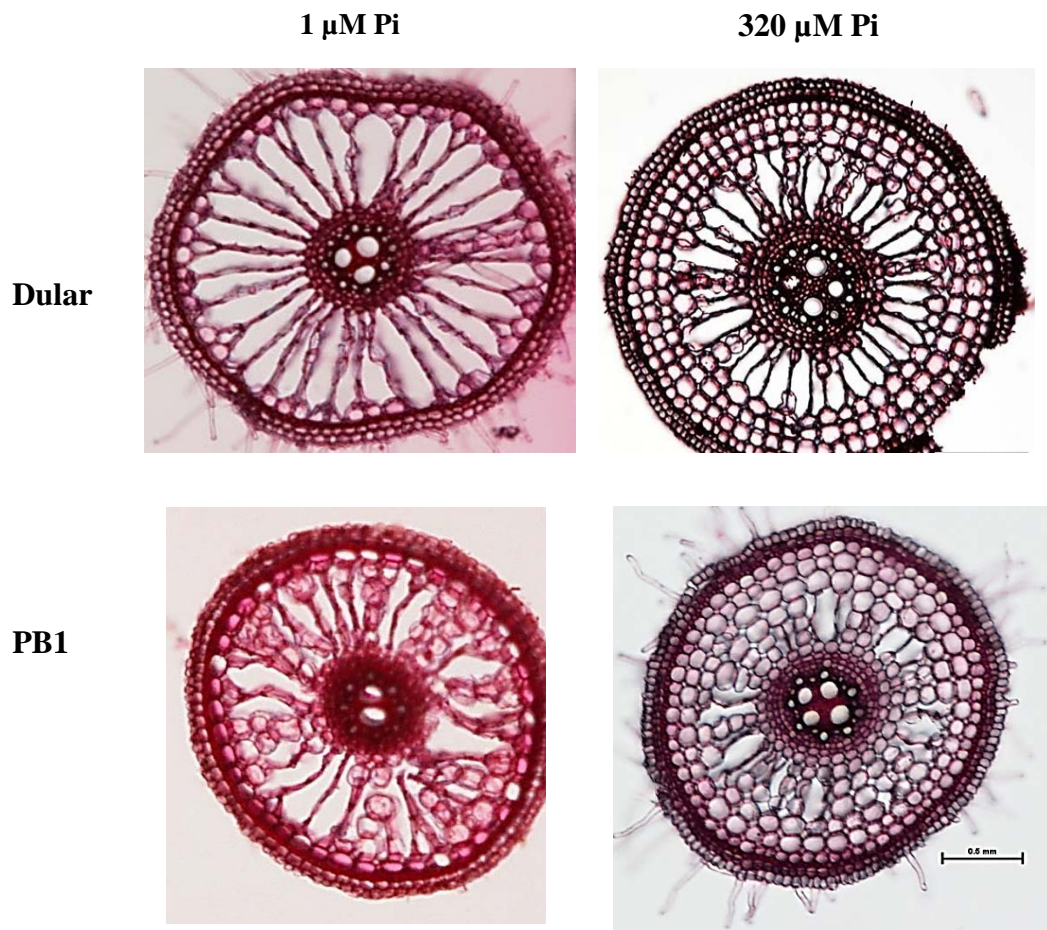

Supplementary Fig. S6. Effect of Pi deficiency on aerenchyma formation in root tissues of 15-days-old seedlings.

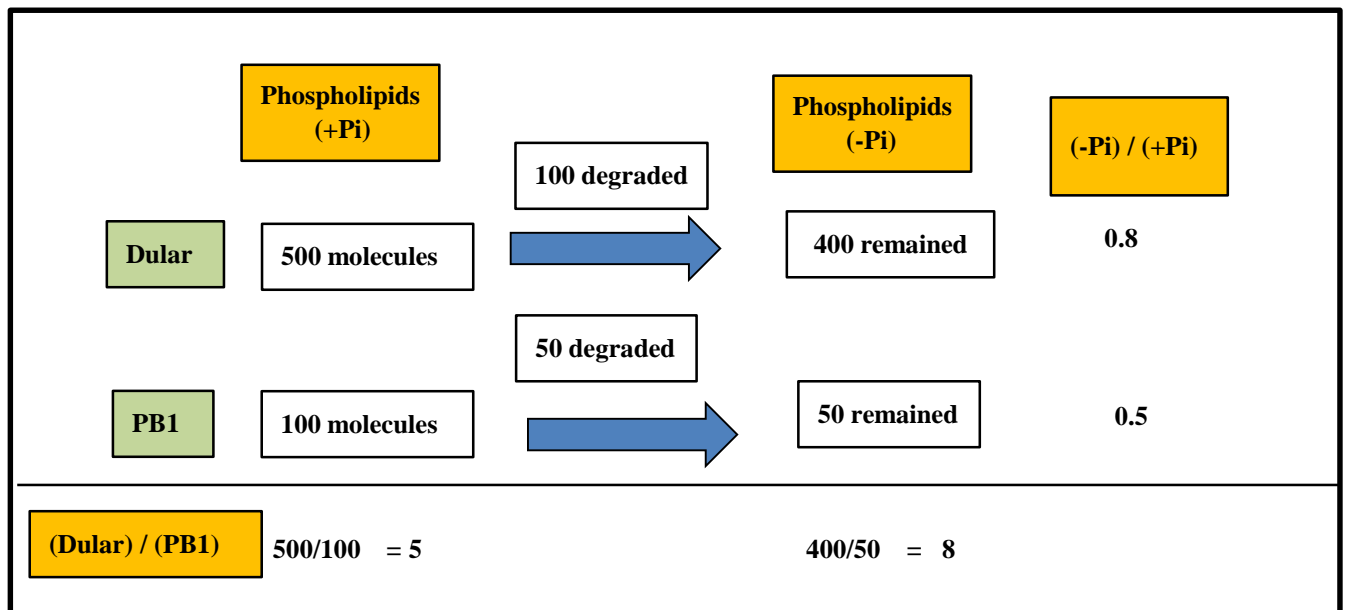

Supplementary Fig. S7 Analogical illustration of phospholipid dynamics in Dular and PB1. Suppose Dular has 500 starting molecules of phospholipid and PB1 have 100 molecules under Pi sufficient condition. Under low Pi condition these phospholipids are subjected to degradation. To estimate phospholipid degradation (-Pi/+Pi) was calculated. Ratios less than one means degradation of phospholipids in both genotypes under Pi deficiency. The rate of degradation is 50% for PB1 and 20% for Dular which reflects as PB1 is undergoing faster degradation. But more no. of absolute molecules are degraded in Dular (100) as compared to PB1 (50). This information can be retrieved indirectly by calculating ratio of phospholipid as Dular/ PB1. Higher ratio of Dular/PB1 (5) under Pi sufficient condition indicates higher phospholipid in Dular. Under -Pi, this ratio further increased because Dular after undergoing higher phospholipid degradation is still left with higher phospholipid reserve as compared to PB1. On the other hand PB1 has been depleted majority of phospholipids under low P condition which increases the ratio of Dular/PB1 (8).

How the deposited data were processed for this re-analysis (not part of the article)

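Transcripts were measured on 24 Affymetrix rice genome arrays, with 3 biological replicates of root and of shoot of Dular and PB1 seedlings grown for 15 days at 320 µM or 1 µM Pi. Each RNA sample pooled tissue of 3 seedlings. The deposited table holds log2 values that the authors made with GC-RMA in GeneSpring and centred on the median of each probe set over the arrays. The scanned images and uncentred signals are not part of the deposited table, so that no filter on signal over background could be applied, and no absolute level is given. The group of each array was taken from its title and description, which name genotype, tissue, Pi level and replicate.

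The table holds 57381 probe sets, of which 123 control probe sets were left out. The others were paired with genes through the platform's annotation and the rice gene table given, and genes that the paper names through its Supplementary Table 3. Of that table 1806 of 8136 entries were at hand, all with a rise in Dular roots. Named genes outside these entries were left without a probe set. In the annotation, 22436 probe sets have 1 gene, 95 have several and 34727 have none, so the probe sets stand for 17905 genes. For a gene of the lists with several probe sets, the first by the suffix and order of the identifier was used. The rule set beforehand was the highest mean, which centred values do not have, so this departs from it. The other probe sets of named genes were an alternative. Some genes of Table 2 are counted in its totals and not reported here by themselves.

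Group means of the 8 groups were fitted with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes) to the values as deposited. Each comparison was a contrast of that model, adjusted by Benjamini-Hochberg over 57258 probe sets and called at an adjusted p of at most 0.05 and at least 2-fold. The difference in Pi response between the genotypes was called by the adjusted p alone. The terms of the model of genotype, tissue and Pi were tested with limma's moderated test in sum-to-zero coding, each adjusted separately. The prior degrees of freedom were 0.789, so that the moderation of the variances was weak.

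Gene lists of at least 3 measured members were tested with camera at a preset correlation of 0.01 between genes, and adjusted per comparison over 8 lists written from general knowledge before the files were opened, and separately over 15 lists that were completed from the gene names in the reference after the files were opened and before their values were seen. An estimated correlation and fry were the alternatives. Genes named in the text are those that the paper names by identifier, the 10 largest called rises and falls of each Pi comparison whose −Pi and +Pi arrays do not overlap, the 10 largest differences each way between the genotypes' responses, and examples from the lists. The values in Table 2, Supplementary Table 3 and the figures of the paper had been seen when this rule was written.

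Alternatives were median centring or quantile normalization of the arrays, a trend in the prior variance, a fit to the arrays of the same tissue or of the compared groups, the paper's rule of a Pi main effect with at least 2-fold change, a count over named genes, a block for the replicate number, unmoderated tests, and leaving out each array in turn. The pipeline was tested on simulated data of the same layout. With 100 changed probe sets of log2 1.5, 85 to 88 were recovered in comparisons of groups and 83 to 85 in the difference between genotypes, with at most 4 and 11 false calls. The simulated noise was independent between probe sets, with 1 spread per probe set for all groups and no offset between arrays. These numbers hold for such noise and do not give the false calls on the real arrays, where PB1 shoots at −Pi spread more. The number of arrays, 3 per group, limits the precision, and 10 splits of 3 against 3 arrays allow no share under 0.1.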

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

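In this part, the tests that compare the control probe sets between arrays, and without single arrays, were chosen only after the result was seen, while the thresholds, the comparisons and the rule for naming genes were set before the data were examined, and 15 gene lists were completed later but before their values were seen.

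Genes of iron acquisition are among those with the largest called differences between the genotypes' responses in roots. There, the response of Dular minus that of PB1 was -10.51 (log2) in the nicotianamine synthase gene NAS1, -8.34 in NAS2 and -7.13 in the transporter gene YSL15, each a fall in Dular. The difference between the responses was called by limma in 6696 probe sets in roots and 1875 in shoots (510 with a fit to the shoot arrays alone). By the terms of the model, the interaction of genotype and Pi was called in 6679 probe sets, of genotype and tissue in 15327, of tissue and Pi in 5369, and of all 3 factors in 2104. Each count comes from a test of the difference itself. The count of 6696 in roots was 4530 after quantile normalization. Controls added before labelling also differed between the genotypes in roots at +Pi (by 0.92 to 1.25) and little at −Pi (0.02 to 0.15). A technical difference thus lies along the same contrast, and its part in the count was not tested.

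Among the genes that the paper names, the log2 change in roots was larger in Dular by 1.51 in the ser/thr phosphatase gene Os10g02750, 3.53 in phosphocholine phosphatase Os01g52230, 1.41 in PPi-PFK Os06g22060, 4.11 in NADP-dependent aldehyde dehydrogenase Os12g12590, 3.96 in PEPC Os09g14670, 1.03 in RNase Os01g67190, 2.59 in citrate transporter Os10g31040, 1.82 in OsSPX5, 0.59 in OsSPX1, 1.63 in ATS Os05g38350, 1.72 in MGD2, 0.59 in GDPD Os01g55780, 2.32 in GDPD Os03g40670. The difference was negative, a smaller change in Dular, at -3.44 in purple acid phosphatase Os08g17784, -1.95 in OsPT6 and -1.23 in SQD1. All these genes were found through entries that rise in Dular roots, which favours a positive difference in roots. In shoots it was larger in Dular by 2.71 in Os01g52230, 2.82 in OsPHO1;3 and 1.28 in OsSPX1. The calls of Os01g52230 in shoots and of OsPT6, OsSPX1 and MGD2 in roots depend on single arrays, which are named beside those genes in the article. After quantile normalization the difference was -0.11 for OsPT6 (adjusted p = 0.983), 0.30 for OsSPX1 (0.592) and 1.06 for GDPD Os03g40670 (0.342), all uncalled. With another probe set it was 1.33 for OsSPX5 (0.0929) and 1.42 for Os08g17784 (0.120), both uncalled, and -2.35 for Os01g55780, called the other way.

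The largest called differences in roots toward Dular were 6.22 (log2) for the dirigent gene Os10g18760, 6.18 for the BURP domain gene Os06g19800, 5.88 for the prolyl oligopeptidase gene Os04g47360, 5.74 and 5.52 for 2 probe sets of LOC4349647, 5.69 for Os07g44920, and 7.42, 6.05, 5.80 and 5.67 for 4 probe sets with no gene in the annotation. Those toward PB1, besides NAS1, NAS2 and YSL15, were -10.87, -10.68, -10.58, -10.33, -9.89, -8.81 and -7.40 for 7 probe sets with no gene in the annotation.

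In shoots, the largest called differences toward Dular were 5.04 (log2) for Os04g47360, 4.96 for the gene ASMT, 4.96 for LOC4328929, 4.28 for the malate transporter gene Os01g12210, and 6.45, 6.05, 5.10, 4.49, 4.45 and 4.37 for 6 probe sets with no gene in the annotation. Toward PB1 they were -6.69 for LOC4351782, -5.32 for the lipoxygenase gene LOX1.1, -4.72 for the isoflavone reductase gene Os01g01660, -4.51 for LOC4331468, -4.40 for LOC4334644, and -5.43, -4.78, -4.73, -4.60 and -4.45 for 5 probe sets with no gene in the annotation. The call of LOX1.1 was lost without any 1 of Dular shoot +Pi replicates 1 and 2, Dular shoot −Pi replicates 1 and 3, PB1 shoot +Pi replicates 1 and 2 or PB1 shoot −Pi replicate 2 (adjusted p 0.0550 to 0.0747). That of the probe set at 4.45 was lost without any 1 of Dular shoot +Pi replicates 1 and 3, Dular shoot −Pi replicates 1 and 3, PB1 shoot +Pi replicate 2 or PB1 shoot −Pi replicates 2 and 3 (0.0672 to 0.0857). That of the probe set at -4.73 was lost without Dular shoot +Pi replicate 1, Dular shoot −Pi replicate 3, PB1 shoot +Pi replicate 1 or PB1 shoot −Pi replicate 2 (0.0547 to 0.0618), and that of LOC4328929 without Dular shoot −Pi replicate 3 (0.0544) or PB1 shoot +Pi replicate 1 (0.0532). Another probe set gave 0.01 for LOC4351782, and 3 others gave 0.10, 0.11 and -4.72 for LOC4331468, none called.

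By camera, gene lists that differed between the genotypes' responses in roots were, with the adjusted p and in parentheses that with an estimated correlation and the median log2 difference, Pi starvation signalling 0.00797 (0.106; 0.39), iron acquisition 2.11e-04 (0.106; -3.28), cellulose synthesis 0.00414 (0.174; 0.57), root markers 4.99e-04 (0.0605; 0.87), nitrogen uptake and assimilation 7.50e-04 (0.0605; 1.09), ribosomal proteins 0.00369 (0.453; 0.21), laccases 0.00968 (0.176; 0.20), cellulose synthase-like proteins 0.0233 (0.176; 0.18) and photosynthesis 1.76e-07 (0.0149; -1.41). In shoots they were Pi starvation signalling 0.0203 (0.308; 0.98), root markers 0.0310 (0.309; 0.66), ribosomal proteins 1.18e-06 (0.455; 0.34) and cellulose synthase-like proteins 0.0259 (0.281; -0.18). With an estimated correlation, the photosynthesis list in roots was the 1 of these that passed. The number of lists called, 9 in roots and 4 in shoots, was reached by 32 and 24 of 100 splits of the arrays (at most 15 and 9 lists in another split), so chance is not excluded for these numbers.

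Lists outside the paper's discussion also changed with low Pi, given in the same form with the median log2 change. In Dular roots these were iron acquisition 1.24e-04 (0.120; -2.84), laccases 0.00560 (0.130; 0.36), photosynthesis 1.62e-09 (0.00493; -1.22), TIFY and JAZ proteins 0.00544 (0.305; 0.51), aquaporins 0.0215 (0.194; 0.07), SWEET and sucrose transporters 0.0110 (0.0967; 0.12) and chitinases 0.0215 (0.226; 0.48). In PB1 roots they were root markers 0.00170 (0.0624; -0.42), nitrogen uptake and assimilation 1.79e-09 (0.00113; -1.22), gibberellin metabolism 0.0140 (0.0624; 0.35) and ribosomal proteins 7.70e-07 (0.706; -0.26). In shoots they were ribosomal proteins, 1.52e-05 (0.649; -0.11) in Dular and 4.58e-27 (0.0358; -0.40) in PB1, where the replicate arrays at −Pi differ most.

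Between Dular and PB1 the lists called in roots at +Pi were root markers 0.0229 (0.271; -0.93), nitrogen uptake and assimilation 1.69e-06 (0.00731; -1.69), WRKY factors 0.0133 (0.184; -2.21), heat shock proteins 0.00145 (0.184; -0.47), cellulose synthase-like proteins 0.0281 (0.184; -0.01), TIFY and JAZ proteins 0.00210 (0.190; -1.30), DREB factors 0.00541 (0.184; -3.53), Aux/IAA proteins 0.0216 (0.184; -0.21), potassium transporters 0.0483 (0.184; -0.21) and SWEET and sucrose transporters 0.0339 (0.184; -0.04). In roots at −Pi they were iron acquisition 8.60e-04 (0.337; -1.26), gibberellin metabolism 8.60e-04 (0.0209; -0.64), WRKY factors 0.0195 (0.444; -2.25), ribosomal proteins 0.0137 (0.762; 0.33), heat shock proteins 0.0223 (0.570; -0.07), photosynthesis 7.94e-08 (0.0122; -1.05), TIFY and JAZ proteins 0.00250 (0.444; -2.59) and DREB factors 0.00514 (0.176; -3.81). In shoots at +Pi they were root markers 0.0394 (0.508; -0.67), WRKY factors 0.0400 (0.448; -1.54), ribosomal proteins 0.00270 (0.448; 0.22), heat shock proteins 0.0400 (0.448; -0.37), TIFY and JAZ proteins 0.0112 (0.448; -0.48) and DREB factors 0.00272 (0.228; -3.48). In shoots at −Pi they were WRKY factors 3.38e-04 (0.169; -2.82), ribosomal proteins 1.88e-07 (0.310; 0.53), TIFY and JAZ proteins 3.38e-04 (0.310; -0.96) and DREB factors 0.00351 (0.169; -3.39).

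The paper does not discuss the control probe sets. The hybridization control BioB was higher on Dular arrays by a median of 4.87 (log2) in roots at +Pi and 4.21 in roots at −Pi, while BioC, BioD and Cre differed by 0.45, 0.18 and 0.13 in roots at +Pi and by -0.11, -0.31 and -0.08 in roots at −Pi. In shoots no hybridization control differed by more than 0.197. Of the controls added before labelling, Dap was higher by 1.18 in roots and 2.84 in shoots at +Pi, Lys by 1.25 and 1.68, Phe by 1.10 and 1.70, and Thr by 0.92 and 1.63. In roots at −Pi these 4 differed by 0.11, 0.15, 0.06 and 0.02. In roots these controls thus differ along the contrast of the genotypes' responses to Pi, although Pi supply cannot change them. The values in shoots come from 1 array, PB1 shoot +Pi replicate 2, and without it were 0.08, -0.00, 0.18 and -0.07. Those in roots were 0.99 (Dap), 1.09 (Lys) and 0.89 (Phe) without PB1 root +Pi replicate 2, the lowest when 1 array was left out. For Thr in roots the lowest was 0.74, without Dular root +Pi replicate 3.

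Probe sets that hardly vary were often called for genotype. Sequence differences under the probes would give 1 sign in roots and shoots, and 48.3% had 1 sign after centring of each array, which argues against them as the whole cause. An offset between arrays left by the normalization is a candidate explanation, since 17.0% were called after median centring and 8.25% after quantile normalization, against 57.4% of 18789 as deposited. A processing batch shared by genotype and tissue cannot be told apart from genotype in roots, where the hybridization control BioB differed by 4.87, although BioC, BioD and Cre, by at most 0.448, go against a general difference in hybridization. Of those called as deposited, 99.99% were higher in Dular by the sum over both tissues and Pi levels. Of the same probe sets, 31.8% had 1 sign in roots and shoots at +Pi, so most were not higher in Dular in each tissue. After median centring, 46.8% of those called were higher in Dular by that sum. Summed differences in nearly 1 direction that centring mostly removes argue against genotype effects on single genes for most of these probe sets. For those still called after centring, genotype stays open, as untested.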

How the results depend on the processing

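In this part, the tests with no fold threshold and with the more variable probe sets (standard deviation over its median) were chosen only after the result was seen. Contrast medians moved by under 0.1 (log2) with any scaling. Of the single-gene values under other scalings or a block, 4092 kept direction and call, 33 gained a call, 45 lost one and 0 reversed. For leaving out 1 array the numbers were 9594, 94, 320 and 0, for another probe set 238, 10, 38 and 4, and for gene lists 1198, 53, 129 and 0. The values that reversed with another probe set, with the cause not tested, were Os08g17784 at 1.34 (roots) and 1.54 (shoots) for log2(Dular/PB1) at −Pi, and Os01g55780 at -2.46 for Dular roots and -2.35 for its difference from PB1. As the values are centred, the alternatives by mean level (a filter by mean, and low values raised to the table median) were not run, and what signal over background limits could not be measured.

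Counting named genes in place of probe sets gave 2483 (Dular root), 1532 (PB1 root), 819 (Dular shoot), 414 (PB1 shoot), and for Dular against PB1 3843 and 4277 (root at +Pi and −Pi) and 3038 and 3512 (shoot). Terms gave 12072 (genotype), 13061 (tissue), 8152 (Pi) and 8293 (genotype and tissue), as fewer features are counted. With arrays of the same tissue, the counts were 856 (Dular shoot), 278 (PB1 shoot) and 510 (genotype by Pi in shoots), and with the compared groups alone 340 and 118, where fewer arrays enter the fit. The share called higher was then 64.4% in Dular shoots and 71.2% in PB1 shoots, against 49.7% and 51.6%. Without a fold threshold, Dular and PB1 differed in 35586 and 16556 (root at +Pi and −Pi) and 12799 and 13767 probe sets (shoot), where the share higher in Dular was 78.0%, 59.6%, 54.9% and 57.2% against 41.7%, 46.8%, 47.8% and 51.8%, and with one of 2-fold the difference in response was 3104 (root) and 795 (shoot), by construction. In roots at +Pi the median of log2(Dular/PB1) was 0.0498 as deposited and 0.00551 after median centring, an offset that can add to the share of 78.0%. The genotype term was called in 22381 after quantile normalization and 20620 among the more variable probe sets, and the Pi term in 20424 without moderation. The cause was not tested.

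Lists called with an estimated correlation were 4 (Dular root), 2 (PB1 root), 1 (Dular shoot), 1 and 2 (genotype in root at +Pi and −Pi), 0 and 0 (genotype in shoots), 1 (genotype by Pi, root) and 0 (genotype by Pi, shoot). With fry, which tests each list by itself, they were 8 (Dular shoot), 15 (genotype, root −Pi), 10 and 8 (genotype, shoots). After median centring or quantile normalization 5 were called in Dular shoots and 1 for genotype in roots at +Pi. Among the more variable probe sets they were 5 (Dular root), 1, 5 and 1 (genotype in root +Pi, root −Pi, shoot +Pi), 5 and 2 (genotype by Pi in root and shoot). The cause was not tested. Replicate correlation by ranks was 0.821 and 0.748 (Dular root +Pi, −Pi), 0.739 and 0.709 (PB1 root), 0.688 and 0.708 (Dular shoot) and 0.694 and 0.577 (PB1 shoot), lowest in PB1 shoot −Pi.

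Leaving out 1 array moved the count in PB1 shoots from 668 to between 510 (without PB1 shoot +Pi replicate 1) and 1120 (without PB1 shoot −Pi replicate 1). The other ranges were 3967 to 4336 (Dular root), 2442 to 2807 (PB1 root), 906 to 1523 (Dular shoot), 5234 to 6845 and 1336 to 2556 (genotype by Pi, root and shoot). A block for the replicate number gave 4343 in Dular roots, ended the call of OsSPX1 between genotypes in roots (adjusted p = 0.0621) and called Os06g40180 in Dular roots (0.0456).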

Differences from the paper's values

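In this part, all tests named as alternatives were set before the data were examined, and the log2 scale and directions are the paper's, while the adjusted p of at most 0.05 is that of each comparison here and that of the terms of a three-way model in the paper, before its 2-fold filter, and genes are counted in the paper and probe sets here.

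In Dular roots the paper's numbers of genes are 1457 up-regulated and 1013 down-regulated, and 2359 and 1970 probe sets were called here. In PB1 roots the paper's numbers are 893 and 710, against 1462 and 1291 here. Fig. 2A of the paper, read by eye, gives about 350 down-regulated genes in Dular shoots and about 200 in PB1 shoots, and 673 and 323 probe sets were called. Between Dular and PB1 at −Pi the paper gives 4708 genes in roots and 3908 in shoots, against 8170 and 6519 probe sets. For the main effects, the paper's numbers are 12619 (genotype), 8135 (Pi) and 13541 (tissue), and 34562, 13181 and 23142 probe sets were called. For the interactions, the paper's numbers are 4230 (genotype and Pi), 8466 (genotype and tissue), 3379 (tissue and Pi) and 1181 (all 3 factors), against 6679, 15327, 5369 and 2104.

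Counted over named genes, each of these 15 numbers falls within 1.5 times the paper's. That count gave 1470 and 1013 (Dular roots, up and down), 845 and 687 (PB1 roots), 380 and 172 (down in shoots of Dular and PB1), 4277 and 3512 (Dular against PB1), 12072, 8152 and 13061 (genotype, Pi, tissue), and 4858, 8293, 3837 and 1472 (interactions in the order above). Other alternatives come as near for some. Quantile normalization gave 1969 (Dular roots up), 1156 (PB1 roots up), 5760 (genotype and Pi) and 4568 (tissue and Pi), and the unmoderated test 6198 and 5023 for these interactions. The paper's rule of a Pi main effect gave 2088 and 1327 (up in roots). A fit to the compared groups alone gave 999 and 1030 (PB1 roots up and down) and 4677 (shoots, Dular against PB1), and a fit to the same tissue 376 (Dular shoots down) and 5641 (shoots, Dular against PB1). Leaving out 1 array did so for Dular roots up (2110 without Dular root −Pi replicate 1, 2094 without Dular root +Pi replicate 2), PB1 roots up (1272 and 1212 without PB1 root −Pi replicates 1 and 2, 1283 without PB1 root +Pi replicate 2), Dular shoots down (431 without Dular shoot −Pi replicate 3) and PB1 shoots down (232 without PB1 shoot −Pi replicate 2, 242 and 256 without PB1 shoot +Pi replicates 1 and 2). Under the remaining alternatives, including median centring and limma-trend, the numbers stay more than 1.5 times apart.

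Table 2 of the paper gives signed folds of Dular over PB1 in shoots at −Pi that differ for 13 of 17 genes, counted where the sign is opposite or the gap exceeds the gene's largest replicate SD (log2) in the compared groups. For 12 of these, the paper's value and the value here are -1.04 and 1.07 for ATS Os01g19390, 1.25 and -5.74 for ATS Os05g38350, 1.44 and 1.06 for PLC Os03g30130, 2.43 and -3.88 for PLD Os06g40170, 16.43 and -1.15 for MGD2 Os08g20420, 5.67 and -2.03 for DGD2 Os04g34000, 2.28 and -1.01 for SQD1 Os05g32140, 3.38 and 1.52 for SQD2 Os01g04920, 2.40 and -1.06 for SQD2 Os07g01030, 1.73 and -1.09 for GDPD Os02g31030, 3.06 and -1.72 for GDPD Os03g40670, and 1.46 and -1.40 for GDPD Os08g42390. The alternatives run for single genes leave these differences, except for Os03g30130 after quantile normalization (1.10), without Dular shoot −Pi replicate 1 (1.25) and without PB1 shoot −Pi replicate 1 (1.10). Among the genes not counted, the gaps lie within that SD, with -2.64 and -5.93 for PLD Os06g40180, 1.35 and 1.15 for DGD2 Os03g11560 and 1.08 and 1.13 for GDPD Os01g55780. By the same measure the other 7 columns of Table 2 match in 17 of 17 genes. A gap within the SD or within 1.5-fold was also found for the folds that the text of the paper states for single genes.

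Statements of the paper about direction differ as follows. The paper states that Dular has the higher level of lipid remodeling genes in shoots under Pi deficiency, and of 17 genes 0 were called higher (limma; 3 at an unadjusted p under 0.05) and 4 lower, with 6 positive. In roots 12 of 17 were positive (3 called higher and 1 lower), the direction that the paper states. Of the 1806 entries chosen in the same way, by a rise in Dular roots, 56.3% were positive there, so this count is weak evidence. The paper states that genotype regulates these genes more strongly than Pi, and the genotype effect was the larger in 2 of 17. These 17 were found through entries that rise in Dular roots, which favours Pi effects. Os01g22560 and Os12g37560, whose larger printed folds are between genotypes, were not compared. The paper reports PLC and PLD genes up in roots of both genotypes and in PB1 shoots, and PLC Os03g30130 was called in each. Of PLD Os06g40170 and Os06g40180, the first was called in PB1 roots, and in Dular roots without Dular root −Pi replicate 2 (adjusted p = 0.0487), and the second in Dular roots with a block for the replicate number (0.0456). In PB1 shoots neither was called under any alternative run. It reports PPi-PFK Os02g48360 up in Dular roots alone, and here too it was called in Dular roots and not in PB1 roots. The test of the difference from PB1 roots had an adjusted p of 0.0511, called after median centring (0.0461) and without Dular root −Pi replicate 2 (0.0445), PB1 root +Pi replicate 2 (0.0367) or PB1 root −Pi replicate 3 (0.0494), with a range of 0.0367 to 0.131 over its alternatives. It reports DGD2 genes more up in Dular shoots, and the differences of 0.77 and 0.67 (log2) were not called. It reports 5 XTH genes up in Dular roots, and of the 3 found in the entries at hand 1 was called, and 2 when adjusted over the list alone. All 3 were positive, which was fixed in advance by how they were found, and the other genes were not checked. Os07g34580 was called without Dular root +Pi replicate 1 or 3 or Dular root −Pi replicate 2, and Os04g51460 without Dular root −Pi replicate 2 (0.0355) or 3 (0.0169). It reports MDH Os04g46560 and Os08g33720 up in both roots, and Os08g33720 was called in both and Os04g46560 in Dular. It reports 3 RNase genes more up in Dular roots, and the difference was called for Os01g67190 (and for the citrate transporter Os10g31040) while all 3 were positive. How these genes were found, by a rise in Dular roots, favours that sign. For Os08g17784, whose larger rise in PB1 roots was called as the paper states, another probe set gave a difference of 1.42 toward Dular, not called.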

Other observations

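In this part, the tests of the printed shoot ratios and of a single PB1 shoot −Pi array were chosen only after the result was seen, and the tests of the splits and of the spread were not.

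Of 10 iron acquisition genes, 6 were lower and 1, NAS3, was higher in Dular roots at −Pi by limma (6 and 1 when adjusted over the list alone), with a median of -2.84. The list's camera call (adjusted p = 1.24e-04) was lost with an estimated correlation (0.120). NAS1 fell by 9.08 on the log2 scale, with adjusted p = 7.05e-09 from limma, NAS2 fell by 7.62, NRAMP1 fell by 4.75 and the regulator gene IRO3 fell by 3.09. In PB1 roots NAS1 did not pass the test (log2 1.42, adjusted p = 0.137 from limma), but was called higher without PB1 root +Pi replicate 1 (2.18, adjusted p = 0.0166) or PB1 root −Pi replicate 2 (2.06, 0.0407). Of 7 nitrogen genes, 4 were lower in PB1 roots (4 when adjusted over the list alone; median -1.22), among them the ammonium transporter gene AMT1;2 (log2 -1.98 ± 0.29 SE). The list is called there also with an estimated correlation (adjusted p = 0.00113).

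Of 8 photosynthesis genes, 4 were lower in Dular roots at −Pi by limma, with a median of -1.22. RCA fell by 3.94 (log2), petC fell by 2.50 and PSAH fell by 1.57. In Dular against PB1, 5 of 8 DREB genes were lower in each of the 4 comparisons of tissue and Pi, with medians of -3.53, -3.81, -3.48 and -3.39 (log2). Of 17 TIFY and JAZ genes, 8, 9, 7 and 6 were lower in Dular in roots at +Pi and −Pi and in shoots at +Pi and −Pi. The camera calls of both lists were lost with an estimated correlation (adjusted p 0.169 to 0.228 for DREB and 0.190 to 0.448 for TIFY and JAZ). The gibberellin synthesis gene CPS1 rose in both roots (log2 4.23 in Dular and 5.15 in PB1). Diterpenoid phytoalexin synthesis (adjusted p from 0.185 to 0.953) and sucrose and starch synthesis (from 0.104 to 0.956) were not called by camera in any of the 10 comparisons.

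A larger rise in Dular roots can come from a lower level at +Pi or a higher level at −Pi. Of 1089 probe sets with a larger rise in Dular roots, 465 were called lower in Dular at +Pi, 481 higher at −Pi, 51 both and 194 neither. Of 395 with a larger rise in PB1 roots, the numbers for PB1 against Dular were 49, 339, 10 and 17.

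The printed ratios of Dular over PB1 in shoots at −Pi differ from the arrays in Table 2 and in the 1806 entries of Supplementary Table 3 that were at hand. In that table, 7 ratio columns match the arrays in 1806 of 1806 entries within 0.01 (log2), and this column in 22 (1.22%), with the opposite sign in 1206. A ratio taken the other way round would match its negative, which it did in 3.05%, so this is argued against. The printed values equal the centred level of PB1 shoots at −Pi in 100.0% of entries within 0.01 (log2), which is consistent with the column holding that level and argues against a ratio from other arrays or another normalization, since a ratio would not equal it. In Table 2, 16 shoot entries are positive as printed, and 6 would be by the other columns. No biological explanation was tested.

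Fewer probe sets were called in PB1 shoots (668) than in Dular shoots (1337). A single array is a candidate explanation for part of the gap, as the count was 1120 without PB1 shoot −Pi replicate 1. Without replicate 2, which lay furthest from the group mean, it was 548, and without replicate 3 it was 815. Over 1077 probe sets changed in 1 direction in both roots, the mean shoot change was 0.62 in PB1, which is 84.1% of the 0.74 in Dular, with ranges of 0.613 to 0.631 and 0.626 to 0.800 when 1 −Pi array was left out. In PB1 shoots 907 of them moved in the root direction and in Dular shoots 855, a count of signs that does not measure the size of a response. A larger spread alone cannot be told apart from a smaller response by the mean, which lies between the bounds set for the 2 explanations. A weaker response of PB1 shoots, the genotype difference that the design names, stays open.

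Splits of 6 arrays into 3 and 3 are 10, too few for a share under 0.05. The real split gave the most calls in each of 8 comparisons (1 of 10 splits as large), with 4329 calls and at most 18 in another split for Dular roots, 2753 and 101 for PB1 roots, 1337 and 68 for Dular shoots, 668 and 33 for PB1 shoots, 7553 and 7, 8170 and 6, 5875 and 5, and 6519 and 52 for Dular against PB1 in roots at +Pi and −Pi and shoots at +Pi and −Pi. As many lists were called in 2, 6, 5 and 2 of the 10 splits for the Pi comparisons (12, 7, 3 and 3 lists; at most 12, 12, 7 and 3 in another split) and in 4, 3, 3 and 4 for the genotype comparisons (10, 8, 6 and 4; at most 10, 8, 7 and 8). For the difference in response, 2 of 100 splits in roots and 4 of 100 in shoots, the real one among them, gave as many calls as the real 6696 and 1875. Most splits mix −Pi and +Pi arrays, which puts real responses into the spread and lowers the count, so they cannot exclude chance. The highest other counts, 12015 and 14770, came from splits that keep Dular's labels and exchange the Pi labels of PB1 (all 6 arrays in roots, 4 of 6 in shoots). With every PB1 label exchanged, the difference in roots becomes the sum of both responses, so that count holds the response that both share, by construction (1077 probe sets changed in 1 direction in both roots, correlation 0.469 over all probe sets). The count of 14770 in shoots points to a structure of the arrays, whose cause was not tested. Other shoot splits of this kind gave 12635 and 2086. For the model's terms, as many calls came in 1 of 100 relabellings for genotype (34562, at most 6095 in another), tissue (23142 and 149), Pi (13181 and 6798) and genotype and tissue (15327 and 37), and in 2 of 100 for genotype and Pi (6679 and 9888), tissue and Pi (5369 and 8218) and all 3 factors (2104 and 6663). Relabelling mixes tissues, genotypes and Pi levels and so puts real effects into the spread, and it cannot exclude chance for a term.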
